# 3,4,5-Tri-*O*-Caffeoylquinic Acid Promoted Hair Pigmentation Through β-Catenin and Its Target Genes

**DOI:** 10.3389/fcell.2020.00175

**Published:** 2020-03-25

**Authors:** Meriem Bejaoui, Myra O. Villareal, Hiroko Isoda

**Keywords:** 3, 4, 5-tri-*O*-caffeoylquinic acid, β-catenin, melanocytes, anagen, melanogenesis enzymes, microphthalmia-associated transcription factor, melanin

## Abstract

The hair follicle undergoes a regular cycle composed of three phases: anagen, catagen, and telogen. The life of follicular melanocytes is totally linked to the hair cycle; and during anagen or the growth phase, the melanocytes are active and produce the melanin responsible of hair shaft pigmentation. Various signaling pathways regulate the hair growth cycle and, therefore, the pigmentation; we distinguish the Wnt/β-catenin signaling pathway as it plays a major role in the development, growth, and proliferation of the melanocytes and the activation of melanogenesis enzymes and the related transcription factor. In this study, 3,4,5-tri-*O*-caffeoylquinic acid (TCQA), a caffeoylquinic acid derivative, stimulated the pigmentation in C3H mouse hair follicle, in human melanocytes, and B16F10 melanoma cells. An enhancement in pigmentation associated genes was observed upon TCQA treatment *in vivo* and *in vitro*. Interestingly, the expression of β-catenin was remarkably upregulated in mouse treated skin and in pigment cell lines. Moreover, TCQA upregulated *CTNNB*1 expression after inhibition in human melanocytes. Taken together, this study suggests that TCQA triggered β-catenin activation to enhance the pigmentation during the anagen phase of the hair cycle.

## Introduction

In the adult hair follicle (HF), hair shaft pigmentation results from a coordinated and complicated cross talk between follicular melanocytes (FMs), matrix keratinocytes, and dermal papilla (DP) fibroblasts (Slominski and Paus, 1993; Slominski et al., 2005). Melanin-producing cells, the melanocytes, are originally derived from the neural crest cells, and their precursors, the melanoblasts, migrated to be localized in the HF and the epidermis (Nishimura et al., 1999). FMs and epidermal melanocytes share the same origin and melanin-producing function, but these melanocytes’ sub-population differ in many ways (Tobin et al., 2005). In the HF, melanogenically active melanocytes are located in the hair bulb, adjacent to the DP and the keratinocytes, whereas amelanotic melanocytes or melanocyte stem cells (MSCs) are found at the outer root sheath and in the bulge, a region known to contain HF stem cells (Tobin et al., 1999).

Mature HF undergoes a growth cycle consisting of phases of growth (anagen), regression (catagen), and rest (telogen) (Rosenquist and Martin, 1996). During the anagen phase, the FMs synthesize the pigment melanin that will be transferred in the melanosomes to the adjacent keratinocytes, also known as hair progenitors cells, that will be giving arise to the hair shafts (Nishimura et al., 2002; Lin and Fisher, 2007). The melanin synthesis is reduced starting in the catagen phase and be completely absent during the telogen phase, as the lower third of the HF, including the bulb region where the FMs are located, dies through apoptosis (Seiberg et al., 1995; Slominski, 2004; Nishimura, 2011). Therefore, the life of FMs is totally linked with the hair growth cycle, as they disappear when the HFs regress and reappear during the growing phase of the HFs (Steingrímsson et al., 2005; Nishimura, 2011). Melanin biosynthesis in the HF and the epidermis occurs through an oxidation process starting with L-tyrosine in the melanosomes that contain the related enzymes tyrosinase (TYR), tyrosinase-related protein 1 (TYRP1), and dopachrome tautomerase (DCT) (Kobayashi et al., 1994; Lin and Fisher, 2007). The expression of TYR, TYRP1, and DCT is regulated by the microphthalmia-associated transcription factor (MITF) known to play an important role in the development and survival of the melanocytes (Shibahara et al., 2004). Melanin synthesis, also called the melanogenesis, and pigment transfer to bulbar keratinocytes are under the regulation of various signal transduction pathways intrinsic to the skin and HF and determined by the availability of melanin precursors (Slominski et al., 2005). The important transcription factors involved in melanin production are the tyrosine kinase receptor KIT, its ligand SCF, MITF, and MC1R often established as the main factor dictating the melanogenesis (Hou et al., 2000; D’Mello et al., 2016). Mitf is targeted at the transcriptional level by several transcriptional factors including PAX3, CREB, SOX9, SOX10, and LEF1 and at post-transcriptional level involving mitogen-activated protein kinase (MAPK) and Wnt/β-catenin/GSK3β pathway (Levy et al., 2006; Passeron et al., 2007; Ngeow et al., 2018).

Recently, the use of plant-based products that may affect the regulation of pigmentation at the molecular level to promote melanogenesis has been approved in the mainstream of medicine (Schmidt et al., 2007; Villareal et al., 2017). In this context, caffeoylquinic acid (CQA) is a phenylpropanoid compound in which its derivatives exhibit a variety of bioactivities such as antioxidant, antibacterial, anticancer, antihistaminic, and melanogenesis-regulating effects (Kimura et al., 1985; Yoshimoto et al., 2002; Matsui et al., 2004; Kurata et al., 2011; Miyamae et al., 2011; Li et al., 2014; Kim et al., 2015). Among CQA derivatives, 3,4,5-tri-*O*-caffeoylquinic acid or TCQA with an International Union of Pure and Applied Chemistry (IUPAC) name (3*R*,5*R*)-3,4,5-tris[[(*E*)-3-(3,4-dihydroxyphenyl)prop-2-enoyl]oxy]-1-hydroxycyclohexane-1-carboxylic is reported to have a stable albumin affinity and has been found to increase adenosine triphosphate (ATP) production in human neuroblastoma SH-SY5Y cell, to induce adult neurogenesis, and to improve deficit of learning and memory in an aging model of eight senescence acceleration-prone mice (Sasaki et al., 2012, 2019). Furthermore, in our previous study, we demonstrated that TCQA promoted hair regrowth in 8-week-old C3H male and human DP cell proliferation through the upregulation of β-catenin expression leading to the initiation and elongation of the anagen phase of the hair growth cycle (Bejaoui et al., 2019). Interestingly, the Wnt/β-catenin signaling pathway plays as well an important role in the regulation of pigmentation, and β-catenin regulates Mitf expression and is involved in melanocyte development and MSC proliferation and differentiation (Widlund et al., 2002; Schepsky et al., 2006).

In the present study, we evaluated the effect of TCQA on the promotion of hair pigmentation *in vivo* through the activation of β-catenin and its target genes. Additionally, we have performed a global gene expression profiling using DNA microarrays to elucidate the pigmentation-promoting effects of TCQA. Furthermore, β-catenin expression along with Mitf and the melanogenesis enzymes was evaluated in human melanocytes (HMs) and in B16F10 murine melanoma cells.

## Materials and Methods

### 3,4,5-Tri-*O*-Caffeoylquinic Acid Preparation

Synthesized TCQA was used for the *in vivo* and *in vitro* experiments. TCQA was firstly dissolved in 70% ethanol and then diluted in purified water and cell culture medium for the *in vivo* and *in vitro* experiments, respectively. Dr. Kozo Sato from Synthetic Organic Chemistry Laboratories, the FUJIFILM Corporation (Kanagawa, Japan), kindly provided us with TCQA with 97% purity.

### Animal Experiment

For hair pigmentation experiment, 8-week-old male C3H mice purchased from Charles River Laboratories, Japan Inc. (Kanagawa, Japan), were used. All the mice were allowed to acclimate for 7 days to the laboratory conditions under controlled settings of temperature (21–23°C) and light (light:dark 12:12) with access to food and water, at the Gene Research Center of the University of Tsukuba. Then, C3H mice were randomly divided into two groups (*n* = 5): TCQA-treated group and control group treated with Milli-Q water (vehicle). The hair pigmentation is tightly linked to the anagen phase of the hair cycle, and at this age (8 weeks old), the HFs of C3H mice are at the telogen phase, so in order to induce the transition from the telogen to anagen phase, the mice were first anesthetized using isoflurane (Wako Pure Chemical Industries, Tokyo, Japan), and then the dorsal part was shaved using a hair clipper. The vehicle or 1% TCQA was applied topically at the shaved area for 1 month, and during this period, the mice were observed daily. The mice were then scarified by cervical spine dislocation, the hair from the treated area at the dorsal part was plucked, and the treated skin was collected and kept in −80°C. All animal procedures were approved by the Animal Study Committee of the University of Tsukuba and were handled according to the guidelines for the Care and Use of Animals.

### Melanin Assay *in vivo*

The hair was plucked from the shaved area at mouse dorsal skin using small sterilized forceps. With the use of a high-precision balance, 1.5 mg of the hair was weighed in Eppendorf tubes and then immersed in 1 M of NaOH for 2–4 h at 80–85°C under slight agitation. The tubes were mixed by inverting every 30 min and then centrifuged at 12,000 rpm for 5 min at room temperature (RT). The amount of melanin was determined after measuring the absorbance at 470 nm. The total melanin content was evaluated using the standard curve for synthetic melanin (Le Pape et al., 2008). Moreover, the plucked hair was visualized to detect any change in the color, using a contrast microscope (Leica Microsystems, Wetzlar, Germany), and the intensity of the color was assessed using ImageJ processing program (National Institutes of Health, Bethesda, United States).

### DNA Microarray

Microarray hybridization probes were generated from isolated RNA extracted from the skin treated with vehicle or TCQA using ISOGEN solution (Nippon Gene, Tokyo, Japan) following the manufacturer’s instructions. Briefly, the extracted RNA was amplified and biotin labeled as aRNA. Then, the fragmented, biotin-labeled aRNA was hybridized to the Affymetrix mouse 430 PM Array strips containing probes for 45,141 mouse genes. Hybridized arrays were washed and stained in GeneAtlas Fluidics Station. The GeneChip (Mouse Genome 430 2.0 Array) was scanned using the Affymetrix GeneAtlas Imaging Station to obtain the mRNA expression data of genes from mouse genome. The generated data (twofold change, control vs. TCQA) were then analyzed using Transcriptome Analysis Console (TAC) Software (version 4.0.1) and database for annotation, visualization, and integrated discovery (DAVID) bioinformatics resources 6.8 (Huang et al., 2009; Zacariotti et al., 2010).

### Immunohistochemistry

Skin tissues were collected from mice’s treated area, divided into four parts, and then embedded in optimum cutting temperature (OCT) compound. Therefore, the sections were cut at a thickness of 10 μm and fixed in 4% paraformaldehyde (Sigma, St. Louis, United States). A washing was then conducted using different solutions of phosphate-buffered saline (PBS), 0.1% v/v Triton X-100/PBS (Sigma, St. Louis, United States), and 20 mM of glycine/PBS. After incubation with the blocking solution [0.2 g of bovine serum albumin (BSA), 400 μl of gelatin, 18.4 ml of PBS, 500 μl of normal donkey serum, and 500 μl of normal goat serum], the sections were incubated with rabbit anti-tyrosinase (Abcam, Rockford, United States) and mouse anti-CD34 (Abcam, Rockford, United States) overnight at 4°C in a wet chamber. The skin sections were washed with the previously described washing solutions and then immersed in a solution of Alexa 594-conjugated anti-rabbit (Abcam, Rockford, United States) and Alexa Fluor 488-conjugated anti-mouse (Abcam, Rockford, United States). After being dried, the sections were stained with Hoechst, mounted in antifade solution (*p*-phenylenediamine, PBS, and glycerol), and visualized under a confocal microscope Leica, TCS, SP8 (Leica Microsystems, Wetzlar, Germany).

### Cells and Cell Culture

Human epidermal melanocytes (HEMs) were purchased from Gibco Invitrogen cell culture. HEMs were isolated from moderately pigmented (MP) neonatal foreskin (HEMn-MP) (GIBCO, Cat. No. C-102-5C). They are primary cells that can be cultured up to three or four passages before going into senescence. HEMs were maintained in Medium 254 (Gibco, MA, United States) supplemented with HM growth supplement HMGS (Gibco, MA, United States). HMGS contains bovine pituitary extract, fetal bovine serum, bovine insulin, bovine transferrin, basic fibroblast growth factor, hydrocortisone, heparin, and phorbol 12-myristate 13-acetate (PMA). PMA is known to induce melanocyte growth and melanin synthesis. The cells were seeded in Medium 254 supplemented with HMGS containing PMA (HMGS); but during the treatment, the cells were treated with medium supplemented with HMGS that does not contain PMA (HMGS-2) to test the effect of the sample on promoting the pigmentation.

B16 murine melanoma cells (B16F10) were purchased from the Riken Cell Bank in Tsukuba, Japan, and maintained under sterile conditions as a monolayer culture in Roswell Park Memorial Institute (RPMI) 1640 medium (Thermo Fisher Scientific, United Kingdom) supplemented with 10% fetal bovine serum (Gibco, MA, United States).

The cells were kept under sterile conditions at 37°C in a 75 cm^2^ flask (BD Falcon, United Kingdom) in a humidified atmosphere of 5% CO_2_. Trypan blue exclusion was used to determine the cell viability.

### Melanin Content and Cell Viability Determination

The method elaborated by Hosoi et al. (1985) was used to determine the melanin content with some changes. HEM and B16F10 were seeded at a density of 5 × 10^5^ cells per 100 mm petri dish and incubated at 37°C in a 5% CO_2_ atmosphere. After overnight incubation, the growth medium Medium 254 (HMGS) or RPMI 1640, respectively, for HEM or B16F10 was replaced with a fresh one containing different concentrations of TCQA, α-MSH [melanocyte-stimulating hormones (200 nM)] used as a positive control and XAV939 a β-catenin inhibitor. For the treatment, Medium 254 (HMGS-2) PMA free was used. After 48, 72, and 96 h, the growth medium was removed, and the cells were harvested by trypsinization (Gibco, MA, United States). The pelleted cells were solubilized by 0.1% Triton X-100 and precipitated in 10% trichloroacetate. The melanin was dissolved in 1 ml of 8 N NaOH and incubated for 2 h at 80°C. The amount of melanin was determined after measuring the absorbance at 410 nm. The total melanin content was evaluated using the standard curve for synthetic melanin (Le Pape et al., 2008). The melanin content was expressed as melanin content/cell (% of control). The number of viable cells used for melanin assay was quantified using the ViaCount program of Guava PCA (GE Healthcare, Buckinghamshire, United Kingdom), following the manufacturer’s instructions.

### Western Blot

HEM and B16F10 were seeded at density of 5 × 10^5^ cells per 100 mm petri dish and then treated with 0, 10, and 25 μM of TCQA, and 200 nM of α-MSH. After 4, 8, 12, 24, and 48 h, total protein extraction was achieved using radioimmunoprecipitation assay (RIPA) buffer (Sigma, St. Louis, United States) and protease inhibitor following the manufacturer’s instructions.

The quantification was assessed using a 2-D Quant kit according to manufacturer’s instructions (GE Healthcare, Chicago, United States).

The protein sample (15 μg/well) was separated in 10% sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to polyvinylidene difluoride (PVDF) membrane (Millipore, NJ, United States). After being blocked, the membranes were incubated with primary antibodies against β-catenin 71–2700 (Thermo Fisher Scientific, MA, United States), Mitf (Abcam, Rockford, United States), tyrosinase (Abcam, Rockford, United States), and Tyrp1 sc-166857, Dct sc-74439, and GAPDH sc32233 (Santa Cruz Biotechnology, TX, United States). After overnight incubation at 4°C, the second antibody goat anti-rabbit IRDye 800 CW or IRDye 680 LT goat anti-mouse was added. Then the expression was detected using LI-COR Odyssey Infrared Imaging System (LI-COR, NE, United States).

### Quantitative Real-Time PCR Analysis

The skin sections from mice’s treated area with TCQA or Milli-Q water were crushed using a homogenizer, and then the total RNA was extracted using an ISOGEN solution (Nippon Gene, Tokyo, Japan) following the manufacturer’s instructions.

The cells were seeded, allowed to attach overnight, and then treated with 10 and 25 μM of TCQA for HEM and B16F10, respectively, and with 200 nM of α-MSH for both cell lines. After 1, 6, 12, 24, and 48 h of treatment, the total RNA was extracted using ISOGEN kit (Nippon Gene, Tokyo, Japan) by following the manufacturer’s instructions and quantified using a NanoDrop 2000 spectrophotometer (NanoDrop Technologies, MA, United States).

The cDNA was synthesized from the extracted RNAs using SuperScript III reverse transcription kit (Invitrogen, CA, United States) with a cycling protocol, as follows: 95°C for 10 min, 40 cycles of 95°C for 15 s, and 60°C for 1 min. The real-time PCR was performed using 7500 Fast Real-Time PCR Software 1.3.1 (Applied Biosystems, CA, United States) with TaqMan probes specific to *Ctnnb1* (Mm 00483039_m1), *CTNNB1* (Hs99999168_m1), *Tyr* (Mm00495817_m1), *TYR* (Hs00165976_m1), *Tyrp1* (Mm004 53201_m1), *TYRP1* (Hs00167051_m1), *Dct* (Mm01225584_m1), *DCT* (Hs01098278_m1), *Mitf* (Mm00434954_m1), and *MITF* (Hs01117294_m1) (Applied Biosystems, CA, United States). *Gapdh* (Mm99999915_g1) and *GAPDH* (Hs02786624_g1) (Applied Biosystems, CA, United States) were used as an endogenous control. The 2^–ΔΔ*Ct*^ method was applied to calculate the relative mRNA expression levels using *Gapdh* and *GAPDH*.

### Immunostaining

The cells were seeded at a density of 3 × 10^4^/well in Lab-Tek Chamber Slides (Sigma, St. Louis, United States) and then allowed to attach overnight at 37°C. HEMs were treated with 0 and 10 μM of TCQA for 0, 4, 8, and 12 h. The medium was then removed, and the cells were washed with 0.1% v/v Triton X-100/PBS (Sigma, St. Louis, United States). After 1 h incubation at RT with the blocking solution (1.5 g of BSA, 50 ml of PBS, and 100 μl of Triton X-100), the first antibody rabbit anti-β-catenin (Abcam, Rockford, United States) prepared in the blocking solution was added overnight at 4°C. Therefore, the cells were immersed in a solution of 1:10,000 dilution of Alexa 594-conjugated anti-rabbit (Abcam, Rockford, United States) and mounted with DAPI before visualization under a confocal microscope Leica, TCS, SP8 (Leica Microsystems, Wetzlar, Germany).

### Statistical Analysis

All the experiments were run in triplicate. All results were expressed as mean ± standard deviation (SD). Student’s *t*-test was performed when two groups were compared. *P-*value of ≤ 0.05 was considered significant. For microarray analyses, a twofold change in the gene expression between control- and TCQA-treated groups was considered significant using ANOVA (one-way between-subject ANOVA, unpaired).

## Results

### 3,4,5-Tri-*O*-Caffeoylquinic Acid Promoted Pigmentation in C3H Mouse Hair Shaft

To evaluate the effect of TCQA on hair pigmentation, the dorsal part of 8-week-old C3H mice was shaved and was then treated topically with TCQA and the vehicle for a month (Figure 1A). By the end of the treatment period, the mice were photographed, and results showed that the hair shaft from the dorsal part of TCQA-treated mice displayed a darker color than did that of the control (control vs. TCQA) (Figure 1B). To prove further this point, the hair from the treated area was plucked and photographed under the microscope, and the color intensity was measured. Results showed that the color intensity from TCQA-treated hair shaft is enhanced up to 3.26-fold compared with that of the control (Figure 1C). Moreover, melanin assay from the plucked hair was performed, and Figure 1D shows that the melanin content increased up to 175% after TCQA application. These results indicated that TCQA enhanced pigmentation of the hair shaft *in vivo*.

**FIGURE 1:**
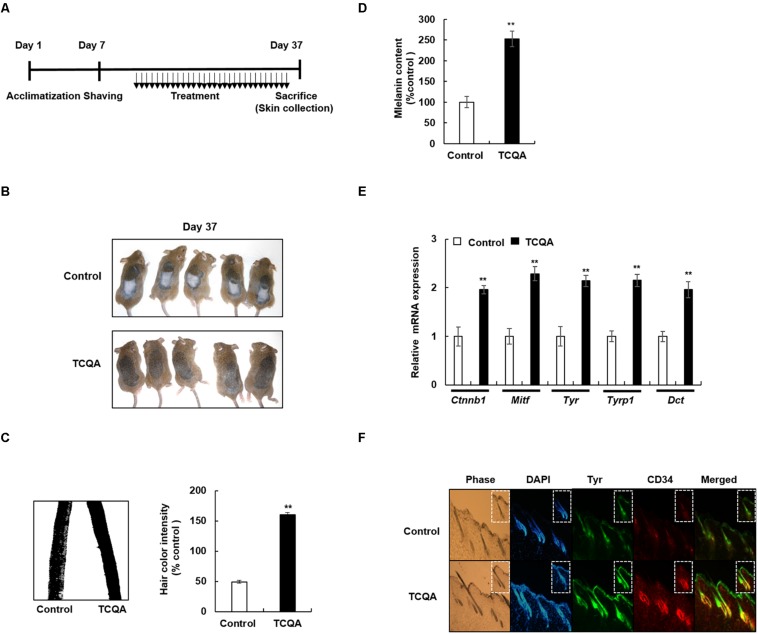
3,4,5-Tri-*O*-caffeoylquinic acid (TCQA) enhanced the pigmentation in 8-week-old C3H male mouse hair shaft. **(A)** Time table of the performed animal experiments. The dorsal part of the mice was shaved and treated daily for 30 days with topical application of 1% TCQA and the vehicle (Milli-Q water). Upon sacrifice, the treated skin and the hair shaft were collected. **(B)** Regeneration of a new darker hair in TCQA-treated group compared with the controls at day 37. **(C)** Hair plucked from the mice’s treated area and photographed under the microscope at day 37. Hair color quantification was measured by Image J. **(D)** Total melanin content was determined at the end of the treatment period from the plucked hair. **(E)** *Ctnnb1*, *Mitf*, *Tyr*, *Tyrp1*, and *Dct* mRNA relative expression was measured after treatment with TCQA at day 37. The mRNA level was quantified using TaqMan real-time PCR from RNA extracted from the treated area (TCQA or Milli-Q water) from mouse dorsal back. **(F)** Immunohistochemistry analysis of Tyr and CD34 in the hair follicle and the epidermis of the treated skin. The first panel is the phase, the second is DAPI to stain the nucleus, the third is for Tyr staining, the fourth is for CD34 staining, and the last panel is a combination of Tyr and CD34. **Statistically significant (*P* ≤ 0.01) difference between vehicle-treated mice and TCQA-treated mice.

### 3,4,5-Tri-*O*-Caffeoylquinic Acid Affected the Expression of Pigmentation-Associated Genes in Mouse Collected Skin

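Total RNA from the treated dorsal skin of 8-week-old male C3H mice was measured on 4 Affymetrix mouse PM array strips, on which groups of short probes (probe sets) report the level of a transcript. Arrays Control 1 and Control 2 held skin treated with the vehicle, Milli-Q water, and arrays TCQA 1 and TCQA 2 held skin treated daily with 1% TCQA for 30 days. The paper dates the collection to day 37 of the experiment and the sample labels date it to day 30 of treatment. The paper states 5 mice per group, and the sources used here do not tell whether an array held the RNA of 1 mouse or of several, so the p-values measure the spread between these arrays, which may be technical. The authors deposited 1 log2 value per probe set and array, made with RMA, for 45141 probe sets. The 104 Affymetrix control probe sets were left out of the tests, and the remaining 45037 were compared between the groups with limma on the log2 values, without a filter on dim probe sets and without a second normalization. Genes with several probe sets are represented by the one with the highest mean over the 4 arrays. Control 1 counts in this mean, so a probe set that is high on Control 1 alone can be the one chosen. The number of arrays limits the precision of every value.
The 4 arrays did not hold the same range of values. The median log2 value of all probe sets was 2.30 on Control 1, 2.55 on Control 2, 2.54 on TCQA 1 and 2.49 on TCQA 2. A log2 value of 8 or more was reached by 522 probe sets on Control 1, 26 on Control 2, 31 on TCQA 1 and 23 on TCQA 2. Ribosomal protein genes, which every cell type uses, had a median over 66 genes of 9.37 on Control 1, 3.40 on Control 2, 3.69 on TCQA 1 and 3.25 on TCQA 2. For 27 genes of mitochondrial respiration the median was 7.99 on Control 1, 3.08 on Control 2, 3.17 on TCQA 1 and 3.04 on TCQA 2, and for 19 genes of skeletal muscle it was 9.81 on Control 1, 2.67 on Control 2, 2.78 on TCQA 1 and 3.20 on TCQA 2. Gapdh, a glycolytic enzyme often used as a reference gene, had log2 values of 11.02 on Control 1, 6.65 on Control 2, 6.32 on TCQA 1 and 6.37 on TCQA 2. Across probe sets, Control 2 correlated with Control 1 at r = 0.413, with TCQA 1 at r = 0.956 and with TCQA 2 at r = 0.884. Probe sets are not independent replicates, and these correlations describe the arrays only.

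**Figure D1:**
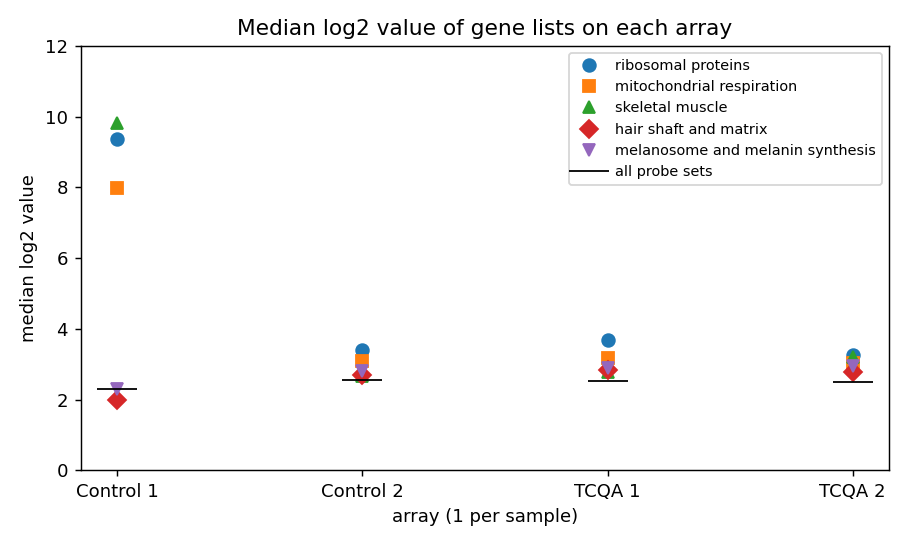
Median log2 value of 5 gene lists and of all probe sets on each of the 4 arrays. Each symbol is the median over the list's genes on 1 array, and the horizontal bar is the median of all probe sets. The ribosomal protein median is 9.37 on Control 1 and between 3.25 and 3.69 on the other arrays.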

To uncover the mechanism behind the enhancement of pigmentation by TCQA, microarray analysis was conducted. 

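Among the probe sets with the largest differences, several genes of muscle and of the ribosome had lower values with TCQA, and Control 1 held their highest values. Car3, an adipocyte and muscle carbonic anhydrase, had log2 values of 10.99 on Control 1, 2.71 on Control 2, 1.88 on TCQA 1 and 2.70 on TCQA 2. Mylpf, a myosin light chain of fast muscle, had 10.85 on Control 1, 2.21 on Control 2, 2.15 on TCQA 1 and 2.08 on TCQA 2. The log2 fold change (TCQA minus control) was -4.56 for Car3, -4.42 for Mylpf, -4.21 for the muscle gene Tpm1, -3.89 for the desmosome gene Perp, -3.88 for Ybx3, -3.69 for the respiratory chain gene Cox6c, and -3.90, -3.86, -3.75 and -3.66 for Rps3a1, Rpl30, Rpl36 and the ribosomal pseudogene Rps15a-ps6. Without Control 1 these 10 values lay between -1.26 and -0.10, and without probe sets that can match several transcripts Rps15a-ps6 had 0.48. In the other direction, Spaca3 had log2 values of 3.89 on Control 1, 5.75 on Control 2, 6.29 on TCQA 1 and 7.50 on TCQA 2, Tfpi, an inhibitor of blood coagulation, had 5.53 on Control 1, 7.42 on Control 2, 7.82 on TCQA 1 and 8.52 on TCQA 2, and Igfbp5, which binds insulin-like growth factors, had 5.23 on Control 1, 7.83 on Control 2, 8.09 on TCQA 1 and 7.94 on TCQA 2. None of the 45037 probe sets passed an adjusted p of 0.05 in either direction in limma or with an unmoderated test, and the smallest limma adjusted p was 0.923. On simulated arrays with the deviations of Control 1 added to 1 control array, limma recovered 0% of changes at log2 sizes from 1 to 4. Here and below, a gene that does not pass an adjusted p of 0.05 is therefore not shown to be unchanged. At an unadjusted p under 0.05 there were 141 probe sets. At the thresholds of the study, a change of at least 2-fold and an unadjusted p of at most 0.05, 61 probe sets were higher and 55 were lower with TCQA in limma, and 12 were higher and 14 lower with the unmoderated test. Without Control 1, these counts in limma were 29 and 107, without Control 2 they were 5532 and 7979, without TCQA 1 they were 17 and 45, and without TCQA 2 they were 1 and 0. When 1 array is left out, the group's remaining array is assumed to vary like the other group. Without Control 2, 3307 probe sets were higher and 7231 lower at an adjusted p under 0.05, and 33 of 50 genes passed, those of Tables 1 and 2 with Cd34, Fgf2, Gapdh and the 10 largest differences in each direction by a rule fixed in advance. Both TCQA arrays lay beyond both control arrays for 2734 genes on the higher side and for 2319 on the lower side, which is 29.6% of 17097 genes, where chance gives 33.3%.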

Tables 1, 2 illustrate a summary of the top regulated genes. Pigmentation-associated genes were upregulated with TCQA treatment (Table 1). 

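Of the 14 genes of Table 1, 13 are named in the array annotation used here, and 9 of them had a higher mean log2 value with TCQA than in the control while 4 had a lower one. No member passed the test at an adjusted p of 0.05, and none did when adjusted over the list alone. Given the 0% recovery on simulated arrays with the deviations of Control 1, this does not show that the genes were unchanged. The study chose this list on these samples, so it is not independent evidence of a direction. The median log2 fold change of the 13 genes was 0.38 (adjusted p = 0.32 from limma's camera test over 32 gene lists), while their mean was -0.01. Camera compares the test statistics of a list with those of the other genes. The medians printed beside its p-values describe the lists and were not tested themselves. The largest differences in the list were those of Ctnnb1, Mitf and Creb1, at -2.65, -1.35 and -1.13. For Mitf and Creb1 the choice of probe set rested on its high Control 1 value. Another Creb1 probe set, at 0.19, was higher on Control 2, TCQA 1 and TCQA 2. The other Mitf probe set, at 0.15, was higher on Control 2 and TCQA 2. The chosen Ctnnb1 probe set was the highest of its gene on every array. At the thresholds of the study 0 of the 13 genes passed in limma with the probe set of the highest mean. Fzd2 passed with another of its 3 probe sets, at a log2 fold change of 1.55 that was 1.28 without Control 1. Its other 2 probe sets, at 0.15 and -0.36, did not pass. Leaving out Control 1 gave a median of -0.04 for the list.
A wider list of 24 measured genes of the melanosome and of melanin synthesis, written without reference to these arrays, had 18 genes with a positive and 6 with a negative log2 fold change, none of them past the test, also when adjusted over the list alone. Its median log2 fold change was 0.20 (adjusted p = 0.45 from camera). The members with the largest differences were Bloc1s1, a subunit of the complex that sorts cargo to melanosomes, at -2.18, Mreg, involved in melanosome transfer, at -1.56, and the copper transporter Atp7a at -0.88. Of 20 measured regulators of melanocytes, 14 had a positive and 6 a negative log2 fold change and none passed the test, with a median of 0.21 (adjusted p = 0.39 from camera). Tfap2a, a transcription factor of the neural crest, had the largest difference outside Table 1, at -1.15. When Control 1 was left out, the medians were -0.09 for the melanosome list and -0.06 for the regulators, with -0.60 for Bloc1s1, 0.25 for Mreg, -0.26 for Atp7a and -0.11 for Tfap2a.

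**Figure D2:**
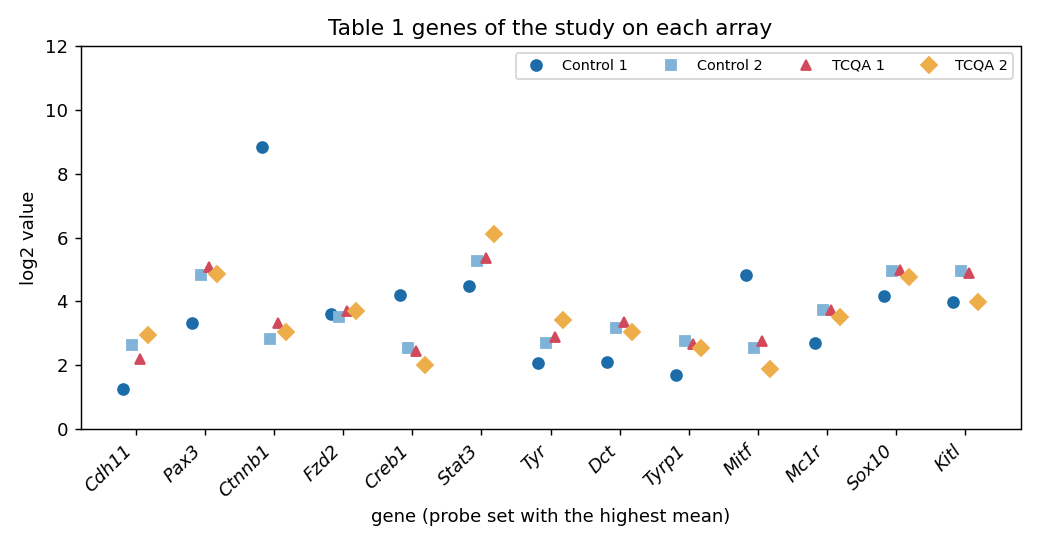
Log2 value of the 13 named Table 1 genes on each array, from the probe set with the highest mean. Each symbol is 1 array. Ctnnb1 is 8.83 on Control 1 and 2.84 on Control 2, and Tyr lies between 2.08 and 3.41 on the 4 arrays.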

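Mitf, the transcription factor that controls melanocyte development and the melanogenesis enzymes, was measured by 2 probe sets. The one with the higher mean had log2 values of 4.83 on Control 1, 2.53 on Control 2, 2.76 on TCQA 1 and 1.89 on TCQA 2, so that Control 1 was above the other arrays and Control 2 lay between both TCQA arrays. Its mean was 3.68 ± 1.62 (SD, n = 2) in the control and 2.33 ± 0.62 (SD, n = 2) with TCQA, with a log2 fold change of -1.35 (standard error 0.88, adjusted p = 0.92 from limma). The other probe set had log2 values of 2.53 on Control 1, 2.80 on Control 2, 2.54 on TCQA 1 and 3.10 on TCQA 2, with a log2 fold change of 0.15 (standard error 0.38, adjusted p = 0.95 from limma). For both probe sets the difference between the groups was smaller than the spread between the control arrays or between the TCQA arrays.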

The gene expression of *Mitf* was enhanced up to 2.17-fold compared with that of the control (Table 1). This upregulation was followed by an increase in the expression of *Tyr*, *Tyrp 1*, and *Dct* up to, respectively, 2. 34-, 2. 23-, and 2.28-fold. Moreover, β-catenin expression was stimulated, and this is the most likely cause for *Mitf* upregulation as it is a transcription factor stimulating Mitf activation (Table 1). 

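Ctnnb1, which encodes β-catenin, the transcriptional coactivator of canonical Wnt signaling, had its highest level on Control 1. With the brightest of its 3 probe sets, its log2 values were 8.83 on Control 1, 2.84 on Control 2, 3.32 on TCQA 1 and 3.05 on TCQA 2. The mean was 5.83 ± 4.24 (SD, n = 2) in the control and 3.18 ± 0.19 (SD, n = 2) with TCQA, and the log2 fold change was -2.65 (standard error 2.03, adjusted p = 0.92 from limma), a difference smaller than the spread between the control arrays. Without Control 1, the mean of the TCQA arrays was above Control 2 by 0.35 on the log2 scale. At this point the paper proposes, from Table 1, that β-catenin most likely caused the Mitf upregulation, since it is a transcription factor that stimulates Mitf. The paper also draws on real-time PCR of treated skin and on a β-catenin inhibitor in human melanocytes. The arrays do not test those experiments.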

The upregulation of other transcription factors including *Pax3*, *Stat3*, *Sox10*, and *Creb* was also observed. 

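Pax3, a transcription factor of the neural crest and melanocytes, had log2 values of 3.31 on Control 1, 4.84 on Control 2, 5.09 on TCQA 1 and 4.84 on TCQA 2 with the brightest of its 3 probe sets. The log2 fold change was 0.89 (standard error 0.61, adjusted p = 0.92 from limma), and Control 2 lay below TCQA 1 and level with TCQA 2. Stat3, the signal transducer of cytokine receptors, had opposite differences with its 2 probe sets. The brighter one had log2 values of 4.47 on Control 1, 5.28 on Control 2, 5.37 on TCQA 1 and 6.10 on TCQA 2 and a log2 fold change of 0.85 (standard error 0.48, adjusted p = 0.92 from limma), and the dimmer one had 5.99 on Control 1, 4.68 on Control 2, 4.43 on TCQA 1 and 4.52 on TCQA 2 and a log2 fold change of -0.86 (standard error 0.54, adjusted p = 0.92 from limma). Sox10, a regulator of Mitf in melanocytes, had a mean log2 value of 4.56 ± 0.56 (SD, n = 2) in the control and 4.88 ± 0.15 (SD, n = 2) with TCQA with the brightest of its 3 probe sets, and a log2 fold change of 0.32 (standard error 0.42, adjusted p = 0.92 from limma), and its other 2 probe sets had -0.12 and 0.43. Creb1, which mediates cAMP signals, had log2 values of 4.19 on Control 1, 2.54 on Control 2, 2.45 on TCQA 1 and 2.00 on TCQA 2 with the brightest of its 6 probe sets and a log2 fold change of -1.13 (standard error 0.65, adjusted p = 0.92 from limma). The other 5 Creb1 probe sets had log2 fold changes between -0.57 and 0.66. Without Control 1, the log2 fold change of Sox10 was -0.08, that of Creb1 was -0.31, that of Pax3 0.13 and that of Stat3 0.45, each with the brightest probe set. The dimmer Stat3 probe set had -0.21 without Control 1.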

In our previous study, genes with a twofold change in expression (control vs. TCQA) were subjected to hierarchical clustering that generated five clusters. In the second and third clusters, the regulated genes were significant in ATP binding, Wnt signaling, cAMP signaling pathway, and neural cell differentiation and migration (Bejaoui et al., 2019). 

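Cdh11, a cadherin of mesenchymal and neural crest cells, was measured by 2 dim probe sets. The brighter one had log2 values of 1.26 on Control 1, 2.62 on Control 2, 2.19 on TCQA 1 and 2.96 on TCQA 2, with a mean of 1.94 ± 0.96 (SD, n = 2) in the control and 2.58 ± 0.55 (SD, n = 2) with TCQA. The log2 fold change was 0.63 (standard error 0.61, adjusted p = 0.92 from limma), and Control 2 lay between both TCQA arrays. The log2 fold change of this probe set without Control 1 was -0.04. The dimmer one had log2 values of 1.41 on Control 1, 1.54 on Control 2, 1.73 on TCQA 1 and 2.95 on TCQA 2 and a log2 fold change of 0.86 (standard error 0.52, adjusted p = 0.92 from limma), with both TCQA arrays above both control arrays. Agmo, the alkylglycerol monooxygenase, is not named in the array annotation used here and was not analysed here.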

Microarray results showed as well a stimulation in the expression of *Cdh11* involved in melanogenesis promotion and *Agmo* playing a role in the reduction of reactive oxygen species (ROS) emission (Kim et al., 2014; Table 1).

**TABLE 1:** Top upregulated pigmentation-associated genes in TCQA-treated mice (vs. control) *.

**Gene symbol**	**Gene name**	**Biological function**	**Fold-change**	*P-*value**
*Cdh11*	Cadherin 11	Influence the melanin biosynthesis *via* Wnt pathway	5.37	0.005
*Pax3*	Paired box 3	DCT regulation; neural crest migration; MITF activation	3.38	0.026
*Ctnnb1*	Catenin (cadherin associated protein), beta 1	Melanocyte stem cells differentiation; MITF activation; pigmentation	3.33	0.043
*Fzd2*	Frizzled class receptor 2	Canonical Wnt signaling pathway activation	2.89	0.035
*Creb*	cAMP-response element binding protein	Transcription of MITF	2.67	0.031
*Stat3*	Signal transducer activator of transcription 3	PAX3 activation; melanocyte viability	2.34	0.004
*Tyr*	Tyrosinase	Melanin biosynthetic process; melanocytes proliferation	2.34	0.002
*Dct*	Dopachrome tautomerase	Melanin biosynthetic process; melanocyte development	2.28	
*Tyrp1*	Tyrosinase-related protein 1	Melanin biosynthetic process; Melanosome membrane	2.23	0.085
*Agmo*	Alkylglycerol monooxygenase	Reduction of ROS emission	2.22	0.021
*Mitf*	Microphthalmia-associated transcription factor	Pigmentation; positive regulation of transcription; melanocyte differentiation	2.17	0.007
*Mc1r*	Melanocortin 1 receptor	Melanin biosynthetic process; pigmentation	2.06	0.002
*Sox10*	SRY (sex determining region Y)-box 10	Melanocyte differentiation in the hair follicle; pigmentation	2.06	0.003
*Kitl*	Kit ligand	Neural crest cell migration; melanocytes proliferation	2.03	0.015

TCQA, 3,4,5-tri-O-caffeoylquinic acid; DCT, dopachrome tautomerase; MITF, microphthalmia-associated transcription factor; ROS, reactive oxygen species. *Gene functions were obtained from Mouse Genome Informatics (MGI). **ANOVA was performed to assess the level of significance between groups. The gene expression was considered significant when fold change was ≥ 2-fold (control vs. TCQA).

**TABLE 2:** Top downregulated genes in TCQA-treated mice (vs. control) *.

**Gene symbol**	**Gene name**	**Biological function**	**Fold-change**	*P-*value**
*Jun*	Jun proto-oncogene	JNK pathway; downregulation of melanogenesis	−4.62	0.049
*Hdac2*	Histone deacetylase 2	Negative regulation of canonical Wnt signaling	−4.49	0.044
*Cox-2*	Cyclooxygenase-2	Inducible nitric oxide synthase; implication in melanoma	−4.13	0.016
*ATG6*	Autophagy related 6	Autophagy; melanin degradation	−3.96	0.023
*Rps6*	Ribosomal protein S6	TOR hyperactivation; melanin degradation	−3.44	0.025
*Jkamp*	JNK1/MAPK8-associated membrane protein	Activation by UV radiation; MAPK activation	−2.96	0.023
*Lamtor4*	Late endosomal/lysosomal adaptor, MAPK and MTOR activator 4	Positive regulation of TOR signaling	−2.72	0.010
*Mmp2*	Matrix metallopeptidase 2	Involvement in skin damage	−2.72	0.044
*Sirt1*	Sirtuin 1	Negative regulation of NF-κB signaling	−2.63	0.046
*Akt*	Thymoma viral proto-oncogene 1	Inhibition of melanogenesis	−2.22	0.030
*Wipi1*	WD repeat domain, phosphoinositide interacting 1	Autophagy; modulating melanogenesis	−2.22	0.019
*Lamtor5*	Late endosomal/lysosomal adaptor, MAPK and MTOR activator 5	Activation of mTOR pathway promoting tumorigenesis; blocking melanin synthesis	−2.18	0.020
*Mdm4*	Transformed mouse 3T3 cell double minute 4	Negative regulation of apoptotic process	−2.08	0.043
*Bcl-2*	B cell leukemia/lymphoma 2	Cell aging; proapoptotic and antiapoptotic regulators of apoptosis	−2.06	0.021

TCQA, 3,4,5-tri-O-caffeoylquinic acid; MAPK, mitogen-activated protein kinase. *Genes functions were obtained from Mouse Genome Informatics (MGI). **ANOVA was performed to assess the level of significance between groups. The gene expression was considered significant when fold change was ≥2-fold (control vs. TCQA).

On the other hand, genes significant for Wnt repression, melanin degradation, and melanogenesis inhibition were downregulated after TCQA treatment including *Jun*, *Hdac2*, *Rps6*, and *Akt*. 

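The 14 genes of Table 2 include components of AP-1, mTOR signaling and autophagy, and 12 of them had a lower mean log2 value with TCQA than in the control, although none passed the test at an adjusted p of 0.05, also when adjusted over the list alone. As a list chosen by the study on these samples, they are not independent evidence of a direction. Their median log2 fold change was -0.75 (adjusted p = 4.59e-04 from camera), with an adjusted p = 0.66 with an estimated correlation. At the thresholds of the study 0 of the 14 genes passed in limma, 1 did without TCQA 1 (Rps6) and 7 did without Control 2. Jun, a subunit of the AP-1 transcription factor, had log2 values of 6.56 on Control 1, 2.15 on Control 2, 2.11 on TCQA 1 and 2.18 on TCQA 2 with its dimmer probe set, a log2 fold change of -2.21 (standard error 1.50, adjusted p = 0.92 from limma). Its brighter probe set had 4.28 on Control 1, 3.55 on Control 2, 3.48 on TCQA 1 and 3.74 on TCQA 2, a log2 fold change of -0.30 (standard error 0.41, adjusted p = 0.92 from limma) that was 0.08 after a further quantile normalization and 0.06 without Control 1. Hdac2, a histone deacetylase, had log2 values of 5.64 on Control 1, 1.49 on Control 2, 1.43 on TCQA 1 and 1.54 on TCQA 2 with its dimmer probe set, a log2 fold change of -2.08 (standard error 1.42, adjusted p = 0.92 from limma), and a log2 fold change of 0.10 (standard error 0.52, adjusted p = 0.98 from limma) with the brighter probe set, which was -0.52 without Control 1. Rps6, the ribosomal protein phosphorylated downstream of mTOR, had log2 values of 10.34 on Control 1, 5.53 on Control 2, 5.61 on TCQA 1 and 4.00 on TCQA 2, a log2 fold change of -3.13 (standard error 1.72, adjusted p = 0.92 from limma), and its other 2 probe sets had -1.19 and 0.18. Akt1, the kinase upstream of mTOR, had log2 values of 4.25 on Control 1, 2.28 on Control 2, 2.35 on TCQA 1 and 1.90 on TCQA 2, a log2 fold change of -1.14 (standard error 0.74, adjusted p = 0.92 from limma), and its other 2 probe sets had 0.14 and 0.29. Leaving out Control 1 gave -0.73 for Rps6 and -0.15 for Akt1. With the dimmer probe sets of Jun and Hdac2, Control 2 lay between both TCQA arrays.
Of 15 measured inhibitors of Wnt signaling, 9 had a positive and 6 a negative log2 fold change and none passed the test, with a median of 0.12 (adjusted p = 0.88 from camera) that was -0.01 without TCQA 1 and -0.04 without the dimmer probe sets, and a mean of -0.16. The largest differences were -2.18 for Sostdc1, -1.85 for Shisa2 and -0.60 for Hdac1, which without Control 1 were -0.57, 0.15 and -0.17. Without Control 1, the median log2 fold change of the Table 2 genes was -0.20, with an adjusted p = 0.48 from camera.

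**Figure D3:**
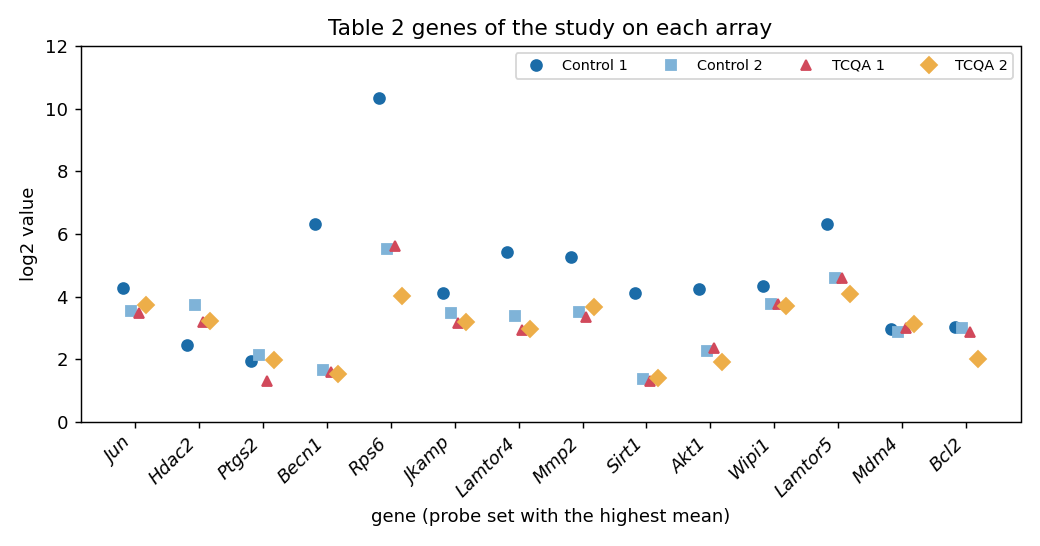
Log2 value of the 14 Table 2 genes on each array, from the probe set with the highest mean. Each symbol is 1 array. Rps6 is 10.34 on Control 1 and between 4.00 and 5.61 on the other arrays, and Lamtor4 is 5.42 on Control 1 and between 2.92 and 3.37 on the others.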

In Table 2, we observed a downregulation in MAPK and mTOR pathway-associated genes involved in the inhibition of melanin biosynthesis and in genes relevant for autophagy and apoptosis.

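Genes of mTOR signaling, of the MAPK pathway with AP-1 and of autophagy were lower as lists with TCQA than in the control in camera, but passed no test with an estimated correlation (adjusted p = 0.66 for each of the 3 lists). Genes of apoptosis did not pass. Of 23 measured genes of mTOR signaling, 19 had a negative log2 fold change, with a median of -1.14 (adjusted p = 6.70e-05 from camera). Besides Rps6, the largest differences were those of Rheb, the GTPase that activates mTORC1, at -2.21, and Deptor, an mTOR inhibitor, at -2.05. Lamtor4 and Lamtor5, subunits of the Ragulator complex on lysosomes, had log2 fold changes of -1.45 (standard error 0.75, adjusted p = 0.92 from limma) and -1.13 (standard error 0.68, adjusted p = 0.92 from limma). Of 26 measured MAPK and AP-1 genes, 21 had a negative log2 fold change, with a median of -0.58 (adjusted p = 2.35e-04 from camera). The largest differences were -2.67 for Dusp1, a phosphatase that inactivates MAPKs, -2.01 for Jund and -1.66 for Map3k1. Jkamp, which binds JNK, had a log2 fold change of -0.62 (standard error 0.38, adjusted p = 0.92 from limma). Of 25 measured autophagy genes, 23 had a negative log2 fold change, with a median of -0.45 (adjusted p = 4.59e-04 from camera). The largest differences were -2.56 for Gabarap, -2.42 for Becn1, the mammalian homolog of ATG6, and -2.02 for Nbr1. The other 2 Becn1 probe sets had -1.01 and 0.12. Wipi1, which acts in autophagosome formation, had a log2 fold change of -0.33 (standard error 0.37, adjusted p = 0.92 from limma) that was 0.05 after a further quantile normalization, and its other 5 probe sets lay between -0.04 and 0.89. Leaving out Control 1 gave -0.42 for Lamtor4, -0.26 for Lamtor5, -0.31 for Jkamp, -0.10 for Becn1 and -0.04 for Wipi1. Of the list members it gave -0.01 for Rheb, -0.10 for Deptor, 7.85e-04 for Dusp1, 0.02 for Jund, -0.27 for Map3k1, -0.21 for Gabarap and -0.01 for Nbr1. No single gene of these lists passed the test at an adjusted p of 0.05, also when adjusted over each list alone.
Of 23 measured apoptosis genes, 13 had a negative and 10 a positive log2 fold change, none past the test, with a median of -0.06 (adjusted p = 0.435 from camera). The largest differences were -2.05 for Cycs, -1.58 for Xiap, and that of Mcl1, from 6.94 on Control 1 and 3.81 on Control 2 to 3.43 on TCQA 1 and 3.32 on TCQA 2, and without Control 1 they were 0.25, 0.41 and -0.43. Bcl2 and Mdm4, which restrain apoptosis, had log2 fold changes of -0.56 and 0.15, and the other 3 Mdm4 probe sets had -1.06, 0.42 and 0.51. Of the other Table 2 genes, Ptgs2, which encodes cyclooxygenase-2, had -0.39, Mmp2, a matrix metallopeptidase, had -0.87, and Sirt1, a deacetylase, had -1.40. Without Control 1 Mmp2 had 0.01 and Sirt1 -0.03, without TCQA 1 Ptgs2 had -0.05, and without TCQA 2 Bcl2 had -0.13. Second probe sets had 0.23 for Ptgs2 and -0.05 for Bcl2. These 5 genes had an adjusted p of 0.923 or above in limma. The median log2 value of the mTOR list was 5.60 on Control 1, 3.37 on Control 2, 3.50 on TCQA 1 and 3.24 on TCQA 2, that of the MAPK list was 3.98 on Control 1, 3.19 on Control 2, 3.15 on TCQA 1 and 2.73 on TCQA 2, and that of the autophagy list was 4.16 on Control 1, 3.04 on Control 2, 3.21 on TCQA 1 and 2.89 on TCQA 2. Without Control 1, the median log2 fold changes of these 3 lists were -0.04, -0.08 and -0.05, with adjusted p = 0.78, 0.49 and 0.82 from camera.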

Furthermore, a validation for the microarray results was carried out. Results showed that the gene expression of *Tyr*, *Tyrp1*, and *Dct* was enhanced up to twofold compared with that of the control. *Ctnnb1* and *Mitf* gene expression was upregulated up to, respectively, 2- and 2.2-fold, in TCQA-treated mouse skin (Figure 1E).

### 3,4,5-Tri-*O*-Caffeoylquinic Acid Upregulated Tyrosinase and CD34 Protein Expression in Mouse Treated Skin

Tyrosinase (Tyr) is considered as a marker of active melanocytes capable of producing the melanin during the anagen phase of the hair cycle (Kobayashi et al., 1994; Lin and Fisher, 2007). Microarray analysis showed an upregulation in pigmentation-associated genes including *Tyr.* To further investigate the effect of TCQA on melanocyte activation, Tyr protein expression was checked in mouse treated skin. Results revealed that in TCQA-treated mouse skin, Tyr expression was observed to be enhanced in the epidermis and in the bulb area of the HFs, suggesting the activation of the bulbar melanocytes and therefore the enhancement of pigmentation in mouse hair shaft (Figure 1F).

On the other hand, the expression of CD34 expressed in the bulge region of the HF during the anagen phase and considered to be a marker of MSCs that have the ability to differentiate into active melanocytes (Trempus et al., 2007; Joshi et al., 2019) was determined as well. CD34 expression was enhanced upon TCQA treatment in the outer root sheath and the bulge area of the HF where the MSCs are located (Figure 1F). This result showed that the HFs from TCQA-treated mice are in the anagen phase of the hair cycle and that TCQA induced the differentiation of MSCs. 

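Genes of the hair shaft and matrix, which are expressed in anagen, were higher as a list with TCQA than in the control in camera, and Control 1 had their lowest median. Of 33 measured genes of this list, 32 had a positive log2 fold change, with a median of 0.45 (adjusted p = 1.82e-04 from camera) and an adjusted p = 0.70 with an estimated correlation. The largest differences were -1.75 for Selenbp1, 1.08 for Foxn1, the transcription factor of hair keratin expression, and 0.83 for Msx2. The median of the list was 2.00 on Control 1, 2.68 on Control 2, 2.83 on TCQA 1 and 2.78 on TCQA 2, and without Control 1 its median log2 fold change was -0.01, with 0.01 for Selenbp1, 0.64 for Foxn1 and 0.46 for Msx2. These list medians lay near the middle of all probe sets, at the 39.3rd percentile on Control 1 and from the 55.3rd to the 62.7th on the others. Whether these genes rose above background was not tested, so the list cannot tell whether the skin was in anagen. Genes of the inner root sheath had a median log2 fold change of 0.44 (adjusted p = 0.0644 from camera), with 10 of 12 positive and the largest differences for Gata3 at -2.04, Tgm3 at 1.27 and Dsc1 at 0.71. Without TCQA 1 this median was 0.57 (adjusted p = 0.02 from camera) and without Control 1 it was 0.24 (adjusted p = 0.48), with 0.13 for Gata3, 0.58 for Tgm3 and 0.48 for Dsc1, while with an estimated correlation and all 4 arrays its adjusted p = 0.66. Genes of the bulge stem cells had a median of -0.40 (adjusted p = 0.108 from camera), with Krt15 at -3.70, Itga6 at -2.56 and Cd34, the marker stained in Figure 1F, at -2.05. Without Control 1 the bulge median was -0.00784, with 0.21 for Krt15, -0.57 for Itga6 and 0.01 for Cd34. It passed camera without Control 2, at -0.78 (adjusted p = 0.03), and without TCQA 2, at -0.25 (adjusted p = 0.02), while with an estimated correlation and all 4 arrays its adjusted p = 0.66. The log2 values of Cd34 were 5.98 on Control 1, 1.85 on Control 2, 1.66 on TCQA 1 and 2.06 on TCQA 2. They measure RNA of the treated skin, while Figure 1F shows protein in parts of the follicle, so they do not test that staining.
Targets of Wnt/β-catenin signaling had a median log2 fold change of 0.11 (adjusted p = 0.884 from camera), with 10 of 19 positive, while their mean was -0.12. Without TCQA 1 or without TCQA 2 this median was -0.01, and it was -0.28 without the dimmer probe sets. The largest differences were -1.76 for Apcdd1, -1.40 for Ccnd1, which encodes cyclin D1, and -1.22 for Tnfrsf19, which without Control 1 were 0.13, -0.53 and -0.12. Components of the Wnt pathway had a median of 0.06 and a mean of -0.24 (adjusted p = 0.81 from camera). After each array was centred on its median the components' median was -0.03, without TCQA 1 it was -0.03, and without the dimmer probe sets it was -0.19. The largest differences besides Ctnnb1 were -2.45 for Csnk1a1 and -2.35 for Gsk3b, both kinases of the complex that phosphorylates β-catenin, and without Control 1 they were -0.34 and -1.01. Fzd2, a Wnt receptor, had log2 values of 1.92 on Control 1, 2.46 on Control 2, 3.60 on TCQA 1 and 3.88 on TCQA 2 with 1 of its 3 probe sets and a log2 fold change of 1.55 (standard error 0.38, adjusted p = 0.92 from limma) that was 1.28 without Control 1. Its brightest probe set had a log2 fold change of 0.15 (standard error 0.32, adjusted p = 0.94 from limma), and the remaining probe set one of -0.36. No gene of these lists passed the test at an adjusted p of 0.05, also when adjusted over each list alone.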

Altogether, TCQA induced the anagen phase of the hair growth cycle in the HF of C3H mice *via* the activation of β-catenin, leading to the upregulation of pigmentation-associated genes and therefore to the enhancement of the melanin biosynthesis.

### Effect of 3,4,5-Tri-*O*-Caffeoylquinic Acid on Melanin Biosynthesis in Human Epidermal Melanocytes and in B16F10 Murine Melanoma Cells

A melanin assay was performed to evaluate the effect of TCQA *in vitro* using mouse and human cell lines, which are widely used in pigment cell studies. HEM and B16F10 were treated with various concentrations of TCQA for 48, 72, and 96 h. Results showed that 10 μM of TCQA, compared with the control, increased the melanin content in HEM by 30, 50, and 93% after 48, 72, and 96 h, respectively (Figure 2A). Moreover, 25 μM of TCQA, compared with the untreated cells, significantly enhanced the melanin content in B16F10 by 70 and 62%, respectively, after 48 and 72 h as shown in Figure 3A. The effect of TCQA on the melanin biosynthesis was observed without decreasing the cell viability of both cell lines (Figures 2B, 3A). These results indicated that TCQA stimulated the melanogenesis in pigment cell lines.

**FIGURE 2:**
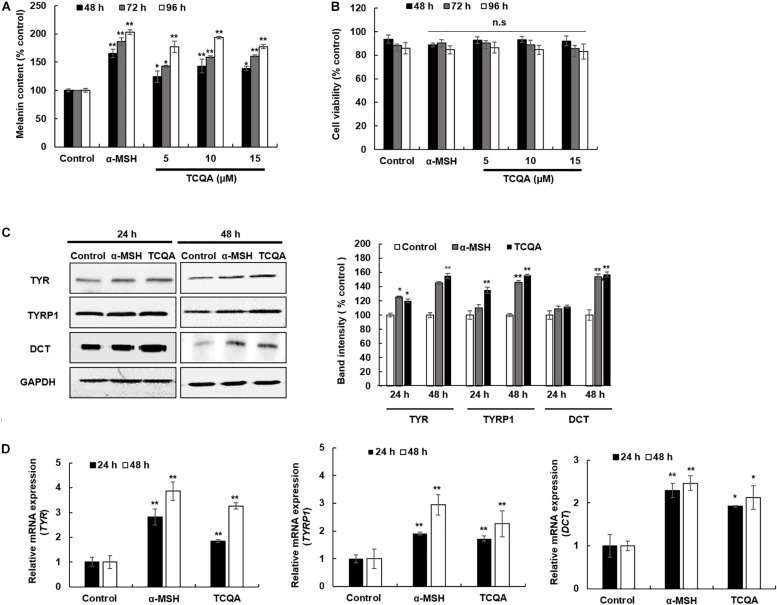
3,4,5-Tri-*O*-caffeoylquinic acid (TCQA) stimulated the melanogenesis in human epidermal melanocyte (HEM). **(A)** Melanin content determination after 48, 72, and 96 h of treatment with various concentrations of TCQA and 200 nM of α-MSH used as positive control. **(B)** Cell viability determination. **(C)** Determination of the protein expression of the melanogenesis enzymes – TYR, TYRP1, and DCT – after 24 and 48 h of treatment with 0 and 10 μM of TCQA and 200 nM of α-MSH. The band intensities were done by comparing GAPDH using LI-COR system. **(D)** Gene expression of *TYR*, *TYRP1*, and *DCT* after 24 and 48 h with 0 and 10 μM of TCQA and 200 nM of α-MSH. The mRNA level was quantified using TaqMan real-time PCR. Results represent the mean ± SD of three independent experiments. *Statistically significant (*P* ≤ 0.05) difference between control and treated cells. **Statistically significant (*P* ≤ 0.01) difference between control and treated cells.

**FIGURE 3:**
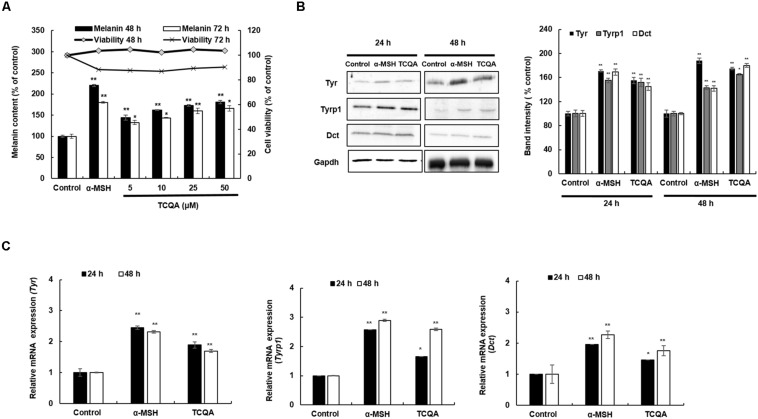
3,4,5-Tri-*O*-caffeoylquinic acid (TCQA) enhanced the pigmentation in B16F10 murine melanoma cells. **(A)** Melanin content and cell viability determination after 48 and 72 h of treatment with various concentrations of TCQA and 200 nM of α-MSH used as positive control. **(B)** Determination of the protein expression of the melanogenesis enzymes – Tyr, Tyrp1, and Dct – after 24 and 48 h of treatment with 0 and 25 μM of TCQA and 200 nM of α-MSH. The band intensities were done by comparing GAPDH using LI-COR system. **(C)** Gene expression of *Tyr*, *Tyrp1*, and *Dct* after 24 and 48 h with 0 and 25 μM of TCQA and 200 nM of α-MSH. The mRNA level was quantified using TaqMan real-time PCR. Results represent the mean ± SD of three independent experiments. *Statistically significant (*P* ≤ 0.05) difference between control and treated cells. **Statistically significant (*P* ≤ 0.01) difference between control and treated cells.

### 3,4,5-Tri-*O*-Caffeoylquinic Acid Enhanced the Expression of the Melanogenesis Enzymes in Human Epidermal Melanocyte and B16F10 Cells

In mouse treated skin, the gene expression of *Tyr*, *Tyrp1*, and *Dct* was enhanced (Table 1 and Figures 1E,F). 

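Of these 3 enzymes, Tyr, the rate-limiting enzyme of melanin synthesis, alone had both TCQA arrays above both control arrays. Its brightest probe set had log2 values of 2.08 on Control 1, 2.70 on Control 2, 2.90 on TCQA 1 and 3.41 on TCQA 2, with a mean of 2.39 ± 0.44 (SD, n = 2) in the control and 3.16 ± 0.36 (SD, n = 2) with TCQA. The log2 fold change was 0.77 (standard error 0.42, adjusted p = 0.92 from limma). Tyr lay at the 42.6th percentile of probe sets on Control 1, the 55.8th on Control 2, the 63.4th on TCQA 1 and the 80.8th on TCQA 2. Whether Tyr rose above background was not tested. Its other 2 probe sets had log2 fold changes of 0.35 and 0.07, with overlapping groups. Dct, which converts dopachrome, had log2 values of 2.10 on Control 1, 3.16 on Control 2, 3.36 on TCQA 1 and 3.04 on TCQA 2 and a log2 fold change of 0.57 (standard error 0.49, adjusted p = 0.92 from limma). Tyrp1, which acts later in eumelanin synthesis, had log2 values of 1.71 on Control 1, 2.75 on Control 2, 2.68 on TCQA 1 and 2.53 on TCQA 2 and a log2 fold change of 0.38 (standard error 0.47, adjusted p = 0.92 from limma). Its second probe set had a log2 fold change of 0.31. For all 3 genes Control 1 had the lowest value, and the mean of the TCQA arrays minus Control 2 was 0.46 for Tyr, 0.03 for Dct and -0.14 for Tyrp1.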

So a further investigation of the expression of the melanogenesis enzymes was carried out in HEM and B16F10. Results showed that the protein expression of TYR, TYRP1, and DCT was significantly enhanced in HEM after 48 h of treatment with 10 μM of TCQA (Figure 2C). *TYR*, *TYRP1*, and *DCT* gene expression was upregulated after 24 and 48 h of treatment with TCQA in HEM (Figure 2D). Furthermore, these results were as well validated in B16F10, in which the gene and the protein expression of these enzymes were significantly stimulated after 24 and 48 h of treatment with 25 μM of TCQA (Figures 3B,C). These results suggest that TCQA regulated the melanin synthesis by stimulating the protein and the gene expression of the melanogenesis enzymes.

### Microphthalmia-Associated Transcription Factor Expression Was Upregulated After Treatment With 3,4,5-Tri-*O*-Caffeoylquinic Acid in Human Epidermal Melanocytes and B16F10 Cells

The protein and the gene expression of MITF, known as the melanogenesis master regulator, was checked in HEM and B16F10. Figure 4A displays the result of MITF protein expression, which was upregulated time dependently after treatment with 10 μM of TCQA in HEM. The gene expression was enhanced as well time dependently after TCQA treatment in HEM (Figure 4B). In B16F10, 25 μM of TCQA upregulated Mitf protein expression after 12 and 24 h and the gene expression after 6, 12, and 24 h (Figures 5A,B).

**FIGURE 4:**
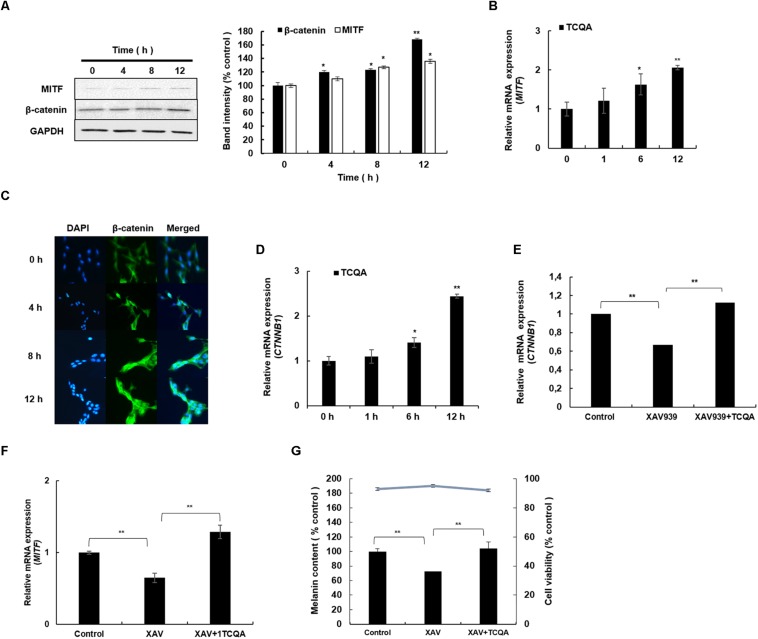
3,4,5-Tri-*O*-caffeoylquinic acid (TCQA) stimulated β-catenin and microphthalmia-associated transcription factor (MITF) expression in human epidermal melanocytes (HEMs). **(A)** Protein expression of MITF and β-catenin after 0, 4, 8, and 12 h of treatment with 10 μM of TCQA. **(B)** Gene expression of *MITF* after 0, 1, 6, and 12 h of treatment with 10 μM of TCQA. **(C)** Immunocytochemistry of β-catenin expression after 0, 4, 8, and 12 h of treatment with 10 μM of TCQA. Scale bar = 25 μm; magnification at 20×. **(D)** Gene expression of *CTNNB1* after 0, 1, 6, and 12 h of treatment with 10 μM of TCQA. **(E)** Gene expression *CTNNB1* after treatment with 10 μM of XAV939 and co-treatment of 10 μM of XAV939 and 10 μM of TCQA for 24 h. **(F)** *MITF* gene expression after treatment with 10 μM of XAV939 and co-treatment of 10 μM of XAV939 and 10 μM of TCQA for 24 h. **(G)** Melanin assay after 48 h of treatment with 10 μM of XAV939 and co-treatment of 10 μM of XAV939 and 10 μM of TCQA for 48 h. The band intensities were done by comparing GAPDH using LI-COR system; and the mRNA level was quantified using TaqMan real-time PCR. Results represent the mean ± SD of three independent experiments. *Statistically significant (*P* ≤ 0.05) difference between control and treated cells. **Statistically significant (*P* ≤ 0.01) difference between control and treated cells.

**FIGURE 5:**
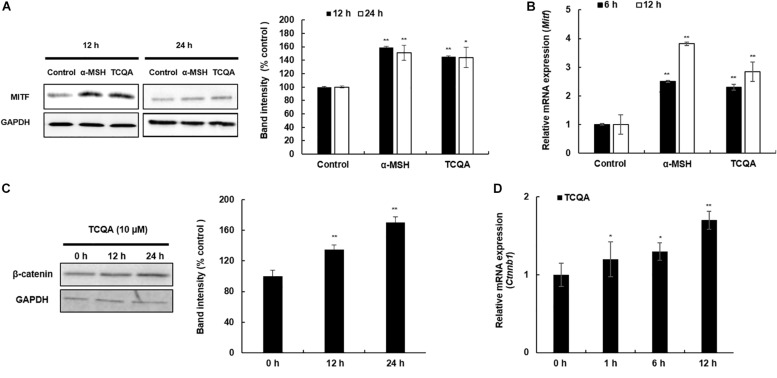
3,4,5-Tri-*O*-caffeoylquinic acid (TCQA) enhanced microphthalmia-associated transcription factor (MITF) and β-catenin expression in B16F10 murine melanoma cells. **(A)** Protein expression of MITF after 12 and 24 h of treatment with 0 and 25 μM of TCQA and 200 nM of α-MSH. GAPDH 24 h from Figure 3 band is reused in this figure. **(B)** Gene expression of *MITF* after 6 and 12 h of treatment with 0 and 25 μM of TCQA and 200 nM of α-MSH. **(C)** Protein expression of β-catenin expression after 0, 12, and 24 h of treatment with 25 μM of TCQA. **(D)** Gene expression of *Ctnnb1* after 0, 12, and 24 h of treatment with 25 μM of TCQA. The band intensities were done by comparing GAPDH using LI-COR system; and the mRNA level was quantified using TaqMan real-time PCR. Results represent the mean ± SD of three independent experiments. *Statistically significant (*P* ≤ 0.05) difference between control and treated cells. **Statistically significant (*P* ≤ 0.01) difference between control and treated cells.

### 3,4,5-Tri-*O*-Caffeoylquinic Acid Stimulated β-Catenin Expression in Human Epidermal Melanocyte and B16F10 Cells

β-Catenin regulates Mitf expression and influences skin and hair shaft pigmentation. Microarray analysis showed an upregulation in β-catenin gene expression (*Ctnnb1*) in mouse skin (Table 1 and Figure 1E). Moreover, our previous results showed that TCQA stimulated hair growth *in vivo* and *in vitro* through the activation of β-catenin (Bejaoui et al., 2019). 

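The array carries 2 dimmer probe sets for Ctnnb1. The brighter of these had log2 values of 5.63 on Control 1, 2.37 on Control 2, 2.22 on TCQA 1 and 2.42 on TCQA 2, with a log2 fold change of -1.68 (standard error 1.13, adjusted p = 0.92 from limma). The dimmest had log2 values of 3.15 on Control 1, 2.32 on Control 2, 2.55 on TCQA 1 and 2.54 on TCQA 2, with a log2 fold change of -0.19 (standard error 0.42, adjusted p = 0.94 from limma). Neither difference exceeded the spread between the control arrays. Without Control 1, the log2 fold change was -0.05 for the brighter of these probe sets and 0.23 for the dimmest.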

Further investigation of the expression of β-catenin in HEM and B16F10 was carried out after treatment with TCQA. Results showed that the protein expression was enhanced time dependently with 10 μM of TCQA in HEM (Figure 4A). These results were supported by immunostaining analysis showing the accumulation and translocation of β-catenin to the nucleus of the melanocytes to activate target genes (Figure 4C). Figure 4D shows the upregulation of *CTNNB1* up to 2.6-fold after 12 h of treatment with 10 μM of TCQA. Additionally, the protein and the gene expression of β-catenin were upregulated time dependently in B16F10 (Figures 5C,D). These results suggest that TCQA enhanced pigmentation through the upregulation of β-catenin and its target Mitf leading to the activation of the melanogenesis enzymes and the stimulation of melanin biosynthesis.

### 3,4,5-Tri-*O*-Caffeoylquinic Acid Upregulated β-Catenin and Mitf Expression and the Melanin Content in Human Epidermal Melanocyte After Inhibition With XAV939

In this study, we suggested that the observed pigmentation promotion effect of TCQA was due to the activation of β-catenin triggering Mitf transcription and therefore promoting the melanin content. For this purpose, HEMs were treated with XAV939, an inhibitor of β-catenin activation, causing its phosphorylation and non-translocation into the nucleus (Kulak et al., 2015). HEMs were treated with only 10 μM of XAV939 and co-treated with TCQA and XAV939 for 24 h. Results revealed that 10 μM of XAV939 decreased significantly *CTNNB1* and *MITF* gene expression compared with the control, confirming the inhibitory effect of XAV939 on Wnt/β-catenin signaling leading to the inhibition of MITF transcription (Figures 4E,F). For the cells co-treated with 10 μM of XAV939 and 10 μM of TCQA, results showed that treatment with TCQA significantly upregulated *CTNNB1* and *MITF* expression, suppressing XAV939 inhibition (Figures 4E,F). To establish further the link between the activation of β-catenin by TCQA and the enhancement of pigmentation, HEMs were treated with XAV939 only and co-treated with XAV939 and TCQA for 48 h, and melanin content was determined. Results revealed a decrease of melanin content upon XAV939 treatment, and a significant increase was observed after the co-treatment with TCQA (Figure 4G). These results further proved that the activation of β-catenin by TCQA in HEM promoted melanin biosynthesis.

## Discussion

In the adult HF, the activity of FMs located in the hair bulb is under a cyclical control, and the melanin biosynthesis or the melanogenesis is tightly coupled to the hair growth cycle (Slominski, 2004; Tobin et al., 2005).

In our previous study, we demonstrated the activation of Wnt/β-catenin pathway with a polyphenolic compound TCQA to promote hair growth *in vivo* and in DP cells (Bejaoui et al., 2019). In this study, we showed that TCQA stimulated hair pigmentation *via* the upregulation of β-catenin and its target genes leading to the stimulation of the melanogenesis in 8-week-old C3H mice, in HMs, and in B16F10 murine melanoma cells.

TCQA enhanced the pigmentation and the melanin content in the hair shaft of C3H mice compared with the control (Figure 1). Mouse follicular pigmentation is under a complex genetic control involving more than 150 alleles, which allows the control of melanin synthesis at all levels from the developmental step of the melanocytes (differentiation from neural crest cells and the migration to the HF) until the pigmentation of the hair shaft (Slominski et al., 2005). Here, microarray analysis showed an upregulation of pigmentation-associated genes (Table 1). The biosynthesis of melanin or melanogenesis is a result of a series of transformations and reactions engaging L-tyrosine and mediated by tyrosinase (TYR), tyrosinase-related protein 1 (TYRP1), and DCT (Riley, 1997; Fuller et al., 2000). The gene expression of the melanogenesis enzymes *Tyr*, *Tyrp1*, and *Dct* was significantly upregulated upon treatment with TCQA in mouse collected skin (Table 1 and Figure 1E). Additionally, these enzymes are considered as markers of melanocytes and often used in histological analysis, allowing an accurate classification of the type and the stage of melanocytes, and the location in the HF (Murtas et al., 2019). FMs are classified into MSCs located in the HF bulge and express only DCT, differentiating and proliferating outer root sheath melanocytes expressing DCT and weakly TYRP1, and bulbar melanocytes expressing the three enzymes and actively producing the pigment melanin (Botchkareva et al., 2003; Botchkarev and Gilchrest, 2017). Furthermore, MSCs can also be marked by CD34 expressed during the anagen phase of the hair cycle and defining the stem cell subpopulations with distinct regenerative properties (Trempus et al., 2007; Joshi et al., 2019). In this study, histological analyses were performed to label the FMs and MSCs using tyrosinase (Tyr) and CD34 in mouse treated skin, and results showed that TCQA upregulated Tyr expression in the epidermis and along the HF especially in the bulb region, and this correlates with the activation of FMs and the production of melanin during the anagen phase of the hair cycle (Figure 1F). In addition, TCQA-treated mice displayed a strong expression of CD34 in the bulge region and the outer and inner root sheath of the HF, and this result showed that TCQA appears to activate MSCs to differentiate into melanin-producing cells (Figure 1F). The upregulation of the three melanogenesis enzymes can be attributed to the activation of the *Mitf* in mouse skin upon TCQA treatment as illustrated in Table 1 and Figure 1E. MITF plays a crucial role in the regulation of melanocyte development, function, and survival; and mice carrying null alleles of *Mitf* gene showed a loss of melanocytes derived from the neural crest cells (Moore, 1995; Goding, 2000; Villareal et al., 2017). Mitf transcription and therefore melanin production are initiated and regulated by a number of signaling systems and transcription factors. The role of MCR1, in which its activation increases cAMP synthesis, inducing a switch from the production of pheomelanin (red pigment) to the production of eumelanin (black pigment), and the SCF-KIT pathway involved in melanocyte pigmentation and development, are established in the activation of MITF (Flaherty et al., 2012; Bonaventure et al., 2013; D’Mello et al., 2016). 

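Mc1r, the melanocortin receptor that raises cAMP in melanocytes, had log2 values of 2.71 on Control 1, 3.72 on Control 2, 3.74 on TCQA 1 and 3.52 on TCQA 2 with its brighter probe set. Its mean was 3.21 ± 0.72 (SD, n = 2) in the control and 3.63 ± 0.15 (SD, n = 2) with TCQA, and the log2 fold change was 0.42 (standard error 0.47, adjusted p = 0.92 from limma). The dimmer probe set had a log2 fold change of 0.44. Kitl, the ligand of the Kit receptor of melanocytes, had log2 values of 3.99 on Control 1, 4.94 on Control 2, 4.89 on TCQA 1 and 3.99 on TCQA 2 with the brightest of its 4 probe sets and a log2 fold change of -0.02 (standard error 0.54, adjusted p = 1.00 from limma) that was 0.33 after a further quantile normalization, 0.46 without Control 2, 0.43 without TCQA 2, -0.50 without Control 1 and -0.47 without TCQA 1. The other 3 Kitl probe sets had log2 fold changes between -0.80 and 0.33. Leaving out Control 1 gave a log2 fold change of Mc1r of -0.09. For neither gene did the difference of the brightest probe set exceed the spread between the control arrays.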

TCQA enhanced the expression of transcription factors that regulate MITF expression including *Sox10*, *Creb*, *Mc1r*, and *Kitl* (Table 1). Although MITF is considered to be a major regulator of the melanogenesis, it has been reported that alone it cannot completely activate TYR gene expression (Gaggioli et al., 2003; Kawakami and Fisher, 2017). Recently, the role of STAT3 in stimulating the transcription of TYR by α-MSH is established (Shin et al., 2019). Moreover, STAT3 transactivated PAX3, which plays an important role in neural crest cells and melanocyte development, melanin level, and Mitf transcription, through a communication with FGF2 (Pingault et al., 2010; Dong et al., 2012). In this study, the gene expression of *Stat3* and *Pax3* was upregulated in TCQA-treated mouse skin, and in our previous results, we have reported that TCQA upregulated *Fgf2* gene expression in C3H mouse skin (Table 1; Bejaoui et al., 2019). FGF2 is required as well in the stimulation of hair growth cycle, and the expression may be controlled by Wnt/β-catenin signaling, as the absence of β-catenin alters FGF signaling genes (Tsai et al., 2014; Takabayashi et al., 2016). It has been revealed also that Wnt/β-catenin pathway is involved in hair pigmentation, as it regulates the hair cycle. In fact, β-catenin regulates positively *Mitf* expression at the transcriptional level, and the development, survival, and differentiation of melanocyte during formation and maturation (Dorsky et al., 2000; Jouneau et al., 2000; Yamada et al., 2013). Moreover, Wnt/β-catenin and KIT signaling sequentially regulate MSC differentiation and pigmentation (Yamada et al., 2013). β-Catenin gene expression and its receptor *Fzd2* were enhanced after TCQA treatment, and this may explain the activation of *Mitf* and therefore the melanogenesis enzymes, and the enhanced of melanin content in the hair shaft of the treated mice (Table 1 and Figure 1E).

During melanin synthesis, ROS are produced *via* the oxidation of L-tyrosine, and this leads to the depletion of MSCs pool, melanocyte damage, and skin and hair shaft aging (Nishimura, 2011; Tobin, 2011; Stout and Birch-Machin, 2019). Here, after treatment with TCQA, which is a polyphenolic compound with antioxidant properties, we found an enhancement in the gene expression of *Agmo* implicated in the oxidation-reduction process (Table 1). We have reported as well an upregulation of *CDH11* in Table 1, a gene expressed specifically in fibroblasts and keratinocytes and may influence the melanin biosynthesis *via* the canonical Wnt pathway (Kim et al., 2014).

Table 2 summarizes the downregulated genes upon treatment with TCQA; mainly, we observed a repression of genes involved in the inhibition of melanogenesis, autophagy, mTOR and AKT pathway, and cell aging. Melanogenesis is a process that is affected by autophagy, as it participates in melanosome degradation, and an impaired melanosome function allows rampant UVR penetration and melanin degradation. Moreover, the AKT/mTOR pathway is one of the well-studied pathways involved in autophagy, cell proliferation, and cell survival (Chen et al., 2014; Yang et al., 2018).

HEMs, melanin-producing cells, and B16 murine melanoma cells (B16F10) were used to further validate the effect of TCQA on pigmentation. Melanin content along with the gene and protein expression of TYR, TYRP1, and DCT was upregulated upon treatment (Figures 2, 3). This effect is attributed to the activation of MITF (gene and protein expression) by TCQA (Figures 4, 5). TCQA stimulated the pigmentation *via* the activation of β-catenin protein and genes expression in both cell lines (Figures 4, 5). Additionally, β-catenin was inhibited in HEM after treatment with XAV939, which is a small molecule that inhibits Tankyrase, known to activate canonical Wnt pathway, and this will lead to β-catenin phosphorylation and degradation (Kulak et al., 2015). The inhibitory effect of XAV939 on β-catenin on melanocytes cells has not yet been assessed. Here, upon XAV939 treatment, the gene expression of β-catenin and *MITF* was significantly decreased along with the melanin content in HEM, but a co-treatment with TCQA lifted and reduced the inhibition (Figures 4E–G).

Taken together, our findings suggest that TCQA triggered the activation of Wnt/β-catenin pathway leading to the upregulation of pigmentation-associated genes and the enhancement of melanin content in C3H mouse hair, as well as HMs and B16F10 murine melanoma cells. The downregulation of genes linked to autophagy and melanin degradation contributed to the further enhancement of the effect of TCQA on the stimulation of melanogenesis.

Furthermore, our previous study showed that the β-catenin-mediated hair growth induction effect of TCQA caused the initiation and elongation of the anagen phase of the hair cycle in C3H mice and the activation of human DP cells. In this context, the potential effect of TCQA on the activation of melanocytes through a communication with DP cells *via* Wnt/β-catenin will be looked at. Clinical studies would be, however, necessary to introduce TCQA as a potential candidate to initiate the hair growth cycle and to enhance melanogenesis.

## Data Availability Statement

The data has been deposited to NCBI, GEO database: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE138644 (accession: GSE138644).

## Ethics Statement

The animal study was reviewed and approved by the Animal Study Committee of the University of Tsukuba, and were handled according to the guidelines for the Care and Use of Animals.

## Author Contributions

MB performed most of the experiments, analyzed the data, and wrote the manuscript. MV helped in the design of the experiments and data analysis. HI conceived and supervised the study and reviewed and approved the manuscript. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

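The data are 4 Affymetrix mouse PM array strips of dorsal skin RNA from male C3H mice, 2 with vehicle (Control 1 and Control 2) and 2 with 1% TCQA (TCQA 1 and TCQA 2). The submitters' processing notes name Affymetrix Expression Console, RMA and Transcriptome Analysis Console, without versions, and the paper's methods name Transcriptome Analysis Console 4.0.1. The authors deposited log2 values, 1 per probe set and array. RMA corrects the background, normalizes the probes and summarises them to probe sets. Whether the 4 arrays were normalized together cannot be judged from summarised values. Scanner files were not used here. The paper's statistics section states that experiments were run in triplicate, and 2 arrays per group were deposited. The labels give the arrays' numbers and no pairing of mice between the groups. No column was left unmapped, and no 2 arrays held the same values.

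Probe sets were named through the platform annotation. Of 45037 probe sets outside the Affymetrix controls, 28898 name 1 gene, 551 name several genes and were used without a gene name, and 15588 are not listed and are unnamed here. Of the single-gene probe sets, 28689 had an identifier in the RefSeq gene table of assembly GRCm38.p6, and no symbol changed. Agmo and some genes of the lists are not named in that annotation.

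Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, Benjamini-Hochberg adjustment over 45037 probe sets, 2 residual degrees of freedom). An exact permutation test of 2 arrays against 2 cannot go below p = 0.333. Counts are given at an adjusted p under 0.05 and at the thresholds of the study, 2-fold and an unadjusted p of at most 0.05. Log2 fold changes are TCQA minus control. For gene lists and for the largest differences, 1 probe set per gene was fitted (17097 genes), and the 32 lists were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry beside it, adjusted over the 32 lists. The lists, the rule for named genes and the alternatives below were fixed before the data were examined. Named genes are those of Tables 1 and 2 with Cd34, Fgf2 and Gapdh, the 10 largest differences in each direction among genes whose groups do not overlap, since none passed the test, and up to 3 members of each list with the largest differences. The values in the tables of the study had been seen when the rule was written. Members of a list named for their size are given with values only.

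The limma step was tested on simulated arrays with 45037 probe sets of which 200 were changed, using the means and spread of Control 2, TCQA 1 and TCQA 2. At an adjusted p under 0.05 it recovered 0% of 2-fold changes (a log2 size of 1), 38% at a log2 size of 2, 52% at 3 and 76% at 4. With the deviations of Control 1 added to 1 control array, it recovered 0% at each size.

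The alternatives were a further quantile normalization, centring on the median, leaving out the probe sets below the median brightness, limma's trend and robust options, a replicate block, leaving out each array, an unmoderated test in place of the analysis of variance the study names, the mean of a gene's probe sets, probe sets without cross-hybridizing suffixes, and the probe set that favours the study. The arrays' values per probe set are log2 signals, and no depth applies to them.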

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

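The tests on Control 1, the effect of TCQA on the Table 1 genes and the regrouping of arrays were chosen after the results had been seen. The liver test was prompted by liver genes seen first, and the other tests were chosen before.

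Genes outside those the study discusses had higher values on both TCQA arrays than on both control arrays, the 10 largest of which were named by the rule fixed in advance. Their log2 fold changes were Spaca3 2.08, Tfpi 1.70, Plekhb2 1.63, Cryl1 1.61, Fbxo36 1.59, Plekha4 1.55, Igfbp5 1.48, Prr22 1.46, Supt20 1.44 and Rbpjl 1.44. None passed an adjusted p of 0.05 in limma (39 of 17097 genes had an unadjusted p under 0.05), and of 17097 genes 29.6% had groups that do not overlap, where chance gives 33.3%. Without Control 1 they were, in this order, 1.15, 0.75, 0.71, 0.44, 0.52, 0.88, 0.19, 1.16, 0.35 and 0.66, and without probe sets that can match several transcripts Plekhb2 had -0.04.

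Control 1 stands apart from the other 3 arrays, and it holds the high values of abundant genes such as those of the ribosome. An effect of TCQA is argued against as the source of this pattern, since Control 2 correlates with Control 1 at r = 0.413 and with the TCQA arrays at r = 0.884 or above. More skeletal muscle in the Control 1 sample is argued against as the whole cause, since the ribosomal protein genes, abundant with or without muscle, were higher on Control 1 than on Control 2 by a mean of 5.28 ± 1.68 (SD over 66 genes) on the log2 scale. A candidate explanation is that Control 2, TCQA 1 and TCQA 2 carried little labelled cRNA from the tissue. The ribosomal protein median lay at the 99.7th percentile of the probe sets on Control 1 and at the 84.3rd percentile or below on the others. These percentiles restate the pattern that raised the explanation, so they do not test it. The poly-A spike dap, which is added before labelling, averaged 4.84 on Control 1 and 1.83 or below on the other arrays, while the hybridization spike cre averaged 10.05 on Control 1 and 12.23 or above on them. A difference between the mice was not tested.

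The pigmentation lists have small positive median log2 fold changes, 0.38 for the Table 1 genes and 0.20 for the melanosome and melanin synthesis list. Single genes go both ways, with 4 of 13 and 6 of 24 negative, and the largest differences in both lists are negative. Among the genes with positive values, Control 1 often holds the lowest log2 value. For the Table 1 genes, whether they moved with other genes at their Control 1 level cannot be told apart from the way the list was made, since their median lay at the 99.5th percentile of 10000 random lists matched on Control 1 but the study picked these genes on these arrays. For the melanosome and melanin synthesis list, written independently of the arrays, the median lay at the 68.1st percentile, which is consistent with such a shift. An effect of TCQA on the Table 1 genes stays open, since without Control 1 their median difference of -0.04 lay at the 54.3rd percentile of lists matched on the other arrays, which hold few high values.

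Some probe sets of liver transcripts were higher on TCQA 2 than on Control 2 and TCQA 1, with Mup3 at 8.89 (4.81 on Control 1, 1.92 on Control 2 and 1.78 on TCQA 1), Cyp2c29 at 6.37 (5.45, 4.35 and 4.44 on the same arrays), 1 Ttr probe set at 7.75 (8.57, 1.30 and 1.78), 1 Fabp1 probe set at 3.21 (7.07, 1.22 and 1.02) and 1 Baat probe set at 3.27 (1.21, 1.49 and 1.54), while the other Ttr probe set was 2.28 (5.60, 2.44 and 2.45). The other Fabp1 probe set was 3.28 (7.28, 2.35 and 2.81) and the other Baat probe set 3.58 (2.80, 3.09 and 3.27), which are smaller rises. RNA from liver as the source was tested on 24 other liver genes, without those seen first. Their median difference of TCQA 2 from the mean of Control 2 and TCQA 1 was -0.07, at the 43.8th percentile of 10000 matched random lists. Of the 24, 0 were higher by 1 or more, and the largest rises were 0.98 for Serpinc1 and 0.97 for Trf. Albumin (Alb) was 9.09 on Control 1, 3.05 on Control 2, 2.84 on TCQA 1 and 2.84 on TCQA 2. For these 24 genes, the values argue against liver RNA that raises liver genes as a set on TCQA 2. The source of the rises seen first stays open. None of the 24 genes is in another list or was picked by the study, and no biological explanation was tested.

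The 3 possible splits of 4 arrays into pairs are too few for a share under 0.05. The split by treatment gave 116 probe sets at the thresholds of the study, 2 of the 3 splits gave at least as many, and the highest other, Control 1 with TCQA 2, gave 968. At a change of at least 2-fold alone the splits hardly differ, with 5563 probe sets by treatment, 5411 with Control 1 beside TCQA 1 and 6168 with Control 1 beside TCQA 2, and the thresholds of the study were taken as the measure after both counts had been seen. Control 1 correlates alike with Control 2 (r = 0.413), TCQA 1 (r = 0.411) and TCQA 2 (r = 0.413). Among these 3 arrays Control 2 and TCQA 1, which the split with 968 puts together, were the closest pair (r = 0.956, 150 probe sets 2-fold apart), while TCQA 2 stood at r = 0.884 from Control 2 (1681 probe sets) and r = 0.886 from TCQA 1 (1611 probe sets).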

How the results depend on the processing

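The crossed pairing of arrays was chosen after the data had been seen, and the other alternatives before. Neither direction had a probe set past an adjusted p of 0.05 in limma (141 had an unadjusted p under 0.05) under any alternative except without Control 2, where Control 1 stands alone against the TCQA arrays. At an adjusted p under 0.05, the counts without 1 array ran from 0 to 3307 on the higher side and from 0 to 7231 on the lower side. At the thresholds of the study, 61 probe sets higher and 55 lower became 182 and 99 after a further quantile normalization, 3 and 16 without the dimmer probe sets, where fewer are tested, and 12 and 14 with the unmoderated test, which gave no p for 2 probe sets without spread. With limma's trend and robust options 37 were higher. Without 1 array, the higher count ran from 1 to 5532 and the lower from 0 to 7979. Of the Table 1 genes 0 passed these thresholds, 1 with the probe set chosen to favour the study (Fzd2), and from 0 to 5 without 1 array. Of the Table 2 genes 0 passed, and from 0 to 7 without 1 array. Except where a setting tests fewer probe sets or leaves out arrays, the cause was not tested.

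With the replicate block, 227 probe sets were lower at the thresholds of the study and 54 higher, and 1 Table 2 gene passed (Rps6). The paper and labels pair no arrays, and 2 pairs are too few to judge the block. With the crossed pairing, 16 probe sets were higher.

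In camera 12 lists passed, and none of these calls held with an estimated correlation (adjusted p from 0.658 to 0.703). Camera does not test the median, and its direction can differ from it: it was down for Wnt components, whose median was 0.06. None of these lists passed fry either (adjusted p = 0.684). It tests a list against no change, so it does not repeat the camera comparison with the other genes. The medians are the same under each test: -0.75 for Table 2 genes, 0.45 for hair shaft and matrix, -1.20 for outer root sheath and basal layer, -0.76 for dermal fibroblast matrix, -0.63 for adipocyte, -3.49 for skeletal muscle, -0.45 for autophagy, -1.14 for mTOR signaling, -0.58 for MAPK and AP-1, -1.57 for oxidative stress defence, -2.98 for ribosomal proteins and -2.61 for mitochondrial respiration. The adipocyte list no longer passed after a further quantile normalization (-0.17), after centring on the median (-0.72) or with the mean of a gene's probe sets (-0.25). With that mean, the inner root sheath (0.36) and clock genes (-0.38) passed. The other 11 called lists kept direction and call under every alternative with the preset correlation that keeps all 4 arrays.

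Among lists that did not pass, the sign reversed without the dimmer probe sets, at 0.48 for blood, -0.00362 for cell cycle, -0.0355 for Wnt inhibitors, -0.19 for Wnt components and -0.28 for Wnt targets. It reversed with the mean of a gene's probe sets, at 0.0253 for apoptosis and -0.00575 for Wnt inhibitors, after centring on the median, at -0.0284 for cell cycle and -0.0256 for Wnt components, and without probe sets that can match several transcripts, at 0.0374 for blood and 0.0192 for epidermal differentiation.

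Without 1 array, list medians ran from -1.01 to 0.00828 for adipocyte, from -0.12 to -0.00643 for apoptosis, from -0.82 to -0.0466 for autophagy, from -0.28 to 0.0340 for blood, from -0.78 to -0.00784 for bulge stem cells, from -0.0378 to 0.23 for cell cycle, from -0.63 to -0.17 for clock genes, from -1.26 to -0.18 for dermal fibroblast matrix, from 0.0687 to 0.32 for dermal papilla, from -0.12 to 0.00120 for endothelium, from -0.18 to 0.0682 for epidermal differentiation, from -0.00687 to 0.88 for hair shaft and matrix, from 0.24 to 0.75 for inner root sheath, from -0.0147 to 0.0587 for macrophages and dendritic cells, from -0.95 to -0.0790 for MAPK and AP-1, from -0.15 to 0.48 for mast cells and granulocytes, from -0.0649 to 0.50 for melanocyte regulators, from -0.0901 to 0.60 for melanosome and melanin synthesis, from -5.17 to 0.0472 for mitochondrial respiration, from -2.27 to -0.0427 for mTOR signaling, from -2.49 to -0.0577 for outer root sheath and basal layer, from -3.15 to 0.0857 for oxidative stress defence, from -5.55 to -0.10 for ribosomal proteins, from 0.00174 to 0.47 for Schwann cells and nerve, from -0.39 to -0.10 for sebaceous gland, from -7.23 to -0.00487 for skeletal muscle, from -0.22 to 0.44 for T cells, from -0.0449 to 0.90 for Table 1 genes, from -1.35 to -0.20 for Table 2 genes, from -0.00715 to 0.18 for Wnt inhibitors, from -0.0346 to 0.14 for Wnt components and from -0.0115 to 0.10 for Wnt targets. Without Control 1, none of the 32 lists passed camera, so that all 12 calls were lost, and 11 lists reversed their sign.

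Of 50 genes (those of Tables 1 and 2, Cd34, Fgf2, Gapdh and the 10 largest differences in each direction, without the list members named for their size) none passed an adjusted p of 0.05 except without Control 2, where 33 did. The sign reversed with the mean of the probe sets for Hdac2 (-0.99), Stat3 (-0.00275) and Wipi1 (0.20), after a further quantile normalization for Jun (0.0825), Kitl (0.33) and Wipi1 (0.0540), and without probe sets that can match several transcripts for Plekhb2 (-0.0403), Rps15a-ps6 (0.48) and Wipi1 (0.54). With the probe set chosen to favour the study, it reversed for Creb1 (0.66), Hdac2 (-2.08), Kitl (0.33), Mdm4 (-1.06) and Mitf (0.15). Leaving out 1 array reversed the sign of 11 genes, with ranges from -4.12 to 0.00605 for Cd34, from -0.0449 to 1.31 for Cdh11, from -5.65 to 0.35 for Ctnnb1, from -0.0130 to 0.46 for Fgf2, from -0.52 to 0.73 for Hdac2, from -0.67 to 0.0649 for Jun, from -0.50 to 0.46 for Kitl, from -0.0862 to 0.93 for Mc1r, from -1.75 to 0.0106 for Mmp2, from -0.0754 to 0.71 for Sox10 and from -0.14 to 0.90 for Tyrp1. Of the 50 genes, 45 have a value without the dimmer probe sets and 48 without the probe sets that match several transcripts. On Control 2, TCQA 1 and TCQA 2 at most 31 probe sets reached a log2 value of 8, and whether signal over background limits their values was not tested.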

Differences from the paper's values

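The alternatives named here were all set before the data were examined, while the rule for the spread was changed after the values had been seen. Fold changes are given as in Tables 1 and 2, with a negative sign for a lower value with TCQA, and were compared on the log2 scale with the spread between the arrays of a group, taken for each alternative from its own probe set and arrays. A value comes within the paper's where the signs are equal and the difference is no larger than that spread, and for Ctnnb1, Mitf, Tyr, Tyrp1 and Dct also no larger than 1.5-fold. This spread changes with the alternative. A value can therefore come within the paper's without lying closer to it, or differ while lying closer. Of 27 genes, 19 differ from the paper's value and 8 do not (Stat3, Becn1, Rps6, Lamtor4, Mmp2, Sirt1, Akt1 and Lamtor5). Each of these 8 differs under 1 alternative or more. Stat3 differs after leaving out Control 1 (1.37), after leaving out TCQA 2 (1.40) and with the mean of its probe sets (-1.0), against 2.34 in the paper and 1.81 here. Becn1 differs after leaving out Control 1 (-1.07) and after leaving out Control 2 (-26.87), against -3.96 in the paper and -5.36 here. Rps6 differs after leaving out Control 2 (-46.27). Lamtor4 differs after leaving out Control 1 (-1.34) and after leaving out Control 2 (-5.54), against -2.72 in the paper and -2.73 here. Mmp2 differs after a further quantile normalization (-1.24), after leaving out Control 1 (1.01) and after leaving out Control 2 (-3.36), against -2.72 in the paper and -1.83 here. Sirt1 differs after leaving out Control 1 (-1.02) and after leaving out Control 2 (-6.82), against -2.63 in the paper and -2.63 here. Akt1 differs after leaving out Control 1 (-1.11), after leaving out Control 2 (-4.35) and with the mean of its probe sets (-1.18), against -2.22 in the paper and -2.20 here. Lamtor5 differs after a further quantile normalization (-1.21), after leaving out Control 1 (-1.19) and after leaving out Control 2 (-4.0), against -2.18 in the paper and -2.18 here. For Rps6 the paper's value is -3.44 and the value here -8.75, and the spread between arrays, 2.53 on the log2 scale, is larger than their difference. The paper's 45,141 genes are the 45141 probe sets of the file.

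No alternative brought the value within the paper's for 7 genes, whose fold changes in the paper are 5.37 for Cdh11 against 1.55 here, 3.33 for Ctnnb1 against -6.28 here, 2.67 for Creb1 against -2.19 here, 2.23 for Tyrp1 against 1.30 here, 2.17 for Mitf against -2.55 here, -4.13 for Ptgs2 against -1.31 here and -2.22 for Wipi1 against -1.25 here.

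For Pax3, the paper's fold change is 3.38 and the one computed here is 1.86, and the value comes within the paper's after a further quantile normalization (2.45), after leaving out Control 2 (3.15), after leaving out TCQA 1 (1.71) and after leaving out TCQA 2 (2.02) and under no other alternative. Without TCQA 1 the Pax3 value lies farther from the paper's, and it is within because the spread rose from 0.77 to 1.08 on the log2 scale. Fzd2 has a fold change of 2.89 in the paper and 1.11 here, and the value comes within the paper's with the probe set chosen to favour the study (2.93) and under no other alternative. The paper's fold change of Tyr is 2.34, while 1.70 was computed here, and the value comes within the paper's after leaving out Control 2 (2.11) and after leaving out TCQA 1 (2.03) and under no other alternative. For Dct, the paper's fold change is 2.28 and the one computed here is 1.48, and the value comes within the paper's after leaving out Control 2 (2.14) and after leaving out TCQA 2 (1.65) and under no other alternative. Mc1r has a fold change of 2.06 in the paper and 1.34 here, and the value comes within the paper's after leaving out Control 2 (1.90) and after leaving out TCQA 2 (1.44) and under no other alternative. The paper's fold change of Sox10 is 2.06, while 1.25 was computed here, and the value comes within the paper's after a further quantile normalization (1.78) and with the probe set chosen to favour the study (1.35) and under no other alternative. For Kitl, the paper's fold change is 2.03 and the one computed here is -1.02, and the value comes within the paper's after a further quantile normalization (1.26), after leaving out Control 2 (1.37) and after leaving out TCQA 2 (1.35) and under no other alternative. Jun has a fold change of -4.62 in the paper and -1.23 here, and the value comes within the paper's with the mean of its probe sets (-2.39) and with the probe set chosen to favour the study (-4.62) and under no other alternative. The paper's fold change of Hdac2 is -4.49, while 1.07 was computed here, and the value comes within the paper's with the probe set chosen to favour the study (-4.23) and under no other alternative. For Jkamp, the paper's fold change is -2.96 and the one computed here is -1.54, and the value comes within the paper's with the probe set chosen to favour the study (-1.63) and under no other alternative. Mdm4 has a fold change of -2.08 in the paper and 1.11 here, and the value comes within the paper's with the probe set chosen to favour the study (-2.08) and under no other alternative. The paper's fold change of Bcl2 is -2.06, while -1.48 was computed here, and the value comes within the paper's after centring on the median (-1.57), after leaving out Control 1 (-1.47) and after leaving out Control 2 (-1.49) and under no other alternative. Without Control 1 the Bcl2 value is no closer to the paper's, and it is within because the spread rose from 0.44 to 0.62 on the log2 scale. Without TCQA 1 it is -2.0, and it differs because the spread is 0.01.

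By the earlier rule, the spread of the gene's brightest probe set on all 4 arrays, these values would also have come within the paper's: Creb1 with the probe set chosen to favour the study (1.57), Tyrp1 after leaving out Control 2 (1.87), Sox10 after leaving out Control 2 (1.64), Becn1 after leaving out Control 1 (-1.07), Lamtor4 after leaving out Control 1 (-1.34), Mmp2 after leaving out Control 2 (-3.36), Sirt1 after leaving out Control 1 (-1.02), Akt1 after leaving out Control 1 (-1.11), Akt1 after leaving out Control 2 (-4.35), Akt1 with the mean of its probe sets (-1.18), Lamtor5 after a further quantile normalization (-1.21), Lamtor5 after leaving out Control 1 (-1.19), Lamtor5 after leaving out Control 2 (-4.0) and Bcl2 after leaving out TCQA 1 (-2.0). These would not: Pax3 after leaving out TCQA 1 (1.71), Sox10 with the probe set chosen to favour the study (1.35), Kitl after a further quantile normalization (1.26), Jun with the mean of its probe sets (-2.39), Jkamp with the probe set chosen to favour the study (-1.63), Bcl2 after leaving out Control 1 (-1.47) and Bcl2 after leaving out Control 2 (-1.49). By that rule 19 genes differ as well, no alternative reaches the paper's value for 6 of them, and Akt1 and Lamtor5 differ under no alternative.

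The paper states that Ctnnb1, Mitf, Creb1 and Kitl were upregulated and that Hdac2 and Mdm4 were downregulated, and the values here have the opposite sign. The paper also reports higher Ctnnb1, Mitf, Tyr, Tyrp1 and Dct with TCQA by real-time PCR on treated skin (Figure 1E). Those measurements are separate from the arrays and were not tested here. On the log2 scale other probe sets of the gene had 0.15 for Mitf, 0.66 for Creb1, 0.33 for Kitl, -2.08 for Hdac2 and -1.06 for Mdm4 (its remaining 2 had 0.42 and 0.51), and Ctnnb1 had 0.35 without Control 1. Without Control 1, the probe sets at 0.15, 0.66, 0.33, -2.08 and -1.06 had 0.02, 0.30, -0.10, -0.007 and -0.04. Without Control 2, the brightest Kitl probe set had 0.46. The paper gives all genes of both tables as passing a 2-fold change and its P threshold, apart from the P of Tyrp1 and Dct, and 0 of 13 Table 1 genes and 0 of 14 Table 2 genes did here in limma, with 39 of 17097 genes under an unadjusted p of 0.05. With the probe set chosen to favour the study, 1 Table 1 gene (Fzd2) did. With the replicate block 1 Table 2 gene (Rps6) did. Without Control 2, 5 Table 1 genes (Cdh11, Dct, Pax3, Stat3 and Tyr) and 7 Table 2 genes did, and without TCQA 1 Rps6 did. Some probe set of the gene came within 0.05 of the paper's fold change for 1 of 13 Table 1 genes (Fzd2) and 6 of 14 Table 2 genes (Jun, Lamtor4, Sirt1, Akt1, Lamtor5 and Mdm4). The signs of 9 of 13 Table 1 genes and 12 of 14 Table 2 genes are those of the paper.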

Other observations

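The comparison with random lists without Control 1 was chosen after the data had been seen. Among lists of skin compartments and of processes that the paper does not report on, those that passed camera moved with Control 1. Their median differences were smaller in size without that array. The values of all lists below are log2 fold changes (TCQA minus control) over 1 probe set per gene. The value of a gene without Control 1 follows in square brackets. No member of any of these lists passed an adjusted p of 0.05 in limma, also when adjusted over each list alone.

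Genes of the outer root sheath and basal layer had a median of -1.20 (adjusted p = 0.00431 from camera) over 14 genes, with the largest differences at Krt15 -3.70 [0.21], Col17a1 -3.62 [-0.09] and Krt14 -3.23 [-0.33]. Genes of the dermal fibroblast matrix had a median of -0.76 (adjusted p = 0.00431 from camera) over 22 genes (Col3a1 -3.03 [-0.33], Postn -2.69 [-0.18] and Sparc -2.45 [-0.29]). For 15 adipocyte genes it was -0.63 (adjusted p = 0.0330 from camera), with Car3 -4.56 [-0.43], Lpl -2.73 [-0.79] and Fabp4 -2.58 [0.38]. The 19 skeletal muscle genes had a median of -3.49 (adjusted p = 1.83e-07 from camera), with Acta1 -4.87 [-0.04], Mylpf -4.42 [-0.10] and Tnnt3 -4.31 [-0.01]. Ribosomal protein genes had -2.98 (adjusted p = 1.93e-17 from camera), with Rps21 -4.13 [-0.01], Rps3a1 -3.90 [-0.52] and Rpl30 -3.86 [-1.26], and genes of mitochondrial respiration had -2.61 (adjusted p = 2.44e-09 from camera), with Cox6c -3.69 [-0.58], Ndufa1 -3.16 [-0.24] and Atp5b -3.09 [0.05]. For 24 genes of oxidative stress defence the median was -1.57 (adjusted p = 1.57e-04 from camera), with Prdx1 (from 8.02 on Control 1 and 1.85 on Control 2 to 1.90 on TCQA 1 and 1.97 on TCQA 2) [0.08], Gstp1 -2.81 [0.51] and Sod2 -2.71 [-0.31]. None of these 7 lists passed with an estimated correlation (adjusted p = 0.658 for each). Without Control 1, their medians in this order were -0.0577, -0.18, 0.00828, -0.00487, -0.10, 0.0472 and 0.0857, and none passed.

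Other lists did not pass the test. Dermal papilla genes had a median of 0.17 (adjusted p = 0.362 from camera), with Sostdc1 -2.18 [-0.57], Igfbp3 (from 5.66 on Control 1 and 1.20 on Control 2 to 1.33 on TCQA 1 and 1.53 on TCQA 2) [0.23] and Rspo2 0.98 [0.23]. Epidermal differentiation genes had -0.01 (adjusted p = 0.309 from camera), with Sbsn -3.41 [-0.14], Krt10 -2.86 [0.18] and Dmkn -2.56 [-0.02], a median that was 0.07 without Control 2. Sebaceous gland genes had -0.18 (adjusted p = 0.196 from camera), with Scd1 -3.18 [-0.08], Mgst1 -2.28 [0.34] and Elovl4 -1.86 [-0.43]. Clock genes had -0.26 (adjusted p = 0.101 from camera), with Nr1d2 -2.90 [-0.27], Tef -1.80 [-0.55] and Dbp -1.26 [0.56]. Cell cycle genes had 0.06 (adjusted p = 0.989 from camera), with Pcna -2.22 [-0.20], Cenpa 1.03 [0.47] and Mki67 -1.02 [-0.35], a median that was -0.03 after centring on the median. Of the cell types of the dermis, macrophage and dendritic cell genes had -0.00220 (adjusted p = 0.989 from camera), with Lyz2 -1.62 [-0.05], Cd74 -0.58 [0.06] and Itgam 0.55 [0.36], T cell genes 0.12 (adjusted p = 0.585 from camera), with Cd247 0.55 [-0.29], Cd3g -0.46 [-0.16] and Cd3d 0.42 [0.25], and mast cell and granulocyte genes 0.25 (adjusted p = 0.161 from camera), with Mcpt4 0.82 [0.55], Tpsb2 0.48 [0.13] and Cxcr2 0.38 [-0.08]. Endothelial genes had -0.20 (adjusted p = 0.585 from camera), with Esam -1.05 [-0.65], Kdr 0.98 [0.38] and Cdh5 -0.41 [0.07], Schwann cell and nerve genes 0.20 (adjusted p = 0.585 from camera), with Pmp22 -2.09 [0.19], Cnp 0.74 [0.47] and Egr2 -0.47 [-0.51], and blood genes -0.17 (adjusted p = 0.585 from camera), with Hba-a1 -1.47 [-0.36], Slc4a1 0.68 [0.01] and Hba-a2 0.48 [-0.25]. The medians of the T cell and mast cell lists were -0.22 and -0.15 without Control 1.

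Without Control 1, 3 lists lay above the 95th percentile of 10000 random lists matched on the other 3 arrays, inner root sheath with a median of 0.24 at 99.8, dermal papilla with 0.14 at 98.0 and Wnt targets with 0.10 at 95.3. Lists below the 5th percentile were Table 2 genes with -0.20 at 2.57, dermal fibroblast matrix with -0.18 at 3.07, T cells with -0.22 at 2.53 and blood with -0.28 at 3.23. These percentiles describe 3 arrays, 1 of them a control, and 32 lists were compared.

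Fgf2, which the paper discusses from earlier work, had log2 values of 1.25 on Control 1, 1.50 on Control 2, 1.36 on TCQA 1 and 1.83 on TCQA 2 and a log2 fold change of 0.22 (standard error 0.36, adjusted p = 0.93 from limma), which was -0.01 without TCQA 2. The 24 liver genes had a median of 5.40 on Control 1, at the 92.2nd percentile of its probe sets, and of 2.83 on Control 2, at the 60.8th.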
